# The GPR17 agonist galinex restores oligodendrocyte maturation under inflammatory conditions

**DOI:** 10.3389/fphar.2026.1838997

**Published:** 2026-06-05

**Authors:** Juliana Helena Castro e Silva, Davide Marangon, Marta Boccazzi, Stefano Raffaele, Nicolò Cignitti, Martina Bavetta, Ivan Arisi, Marta Fumagalli, Maria P. Abbracchio, Davide Lecca

**Keywords:** GPR17, neuroinflammation, oligodendrocyte, oligodendrocyte precursor cell (OPC), pro-inflammatory cytokines

## Abstract

**Introduction:**

Chronic neuroinflammation disrupts oligodendrocyte differentiation and limits effective remyelination across multiple neurological disorders. Among the molecular regulators integrating inflammatory cues with oligodendrocyte maturation, G protein-coupled receptor 17 (GPR17) has emerged as a critical checkpoint. Physiologically, GPR17 expression is low in early oligodendrocyte precursor cells (OPCs), peaks in immature oligodendrocytes, and is subsequently downregulated to allow terminal maturation. Under neuroinflammatory conditions, GPR17 expression persists, suggesting a possible role in impaired oligodendrocyte maturation and defective myelination. Here, we tested whether receptor modulation by the selective GPR17 agonist Galinex (GAL) can support oligodendrocyte maturation under inflammatory conditions.

**Methods:**

Differentiating oligodendroglial cultures were exposed to a pro-inflammatory cytokine cocktail composed of TNFα, IL-1β, and IFNγ. We first identified a subtoxic inflammatory condition, defined as cytokine exposure that did not cause overt loss of cell viability, and assessed oligodendrocyte maturation, myelin-associated marker expression, GPR17 expression, and transcriptional remodelling. Publicly available transcriptomic signatures from neuroinflammatory mouse models and human Alzheimer’s disease and multiple sclerosis brains were used for cross-comparison. The effect of GAL was then evaluated by molecular, morphological, and functional readouts, including a synthetic nanofiber myelination assay.

**Results:**

Subtoxic cytokine exposure consistently impaired oligodendrocyte morphological maturation, reduced the expression of myelin-associated markers, and was accompanied by increased GPR17 expression. Transcriptomic analysis revealed coordinated remodelling of pathways related to protein synthesis and proteostasis, mitochondrial metabolism, lipid homeostasis, and inflammatory/immunogenic-like responses, together with senescence- and DNA damage-associated features. Cross-comparison with disease-associated transcriptomic signatures showed significant overlap with neuroinflammatory modules, supporting the relevance of the inflammatory pathways engaged in our model. GAL treatment partially restored terminal maturation-associated features and oligodendrocyte morphology. Moreover, in the nanofiber assay, GAL significantly increased the length of MBP-positive segments compared with CTK-treated cells, suggesting improved wrapping/myelination-like capacity after inflammatory challenge.

**Discussion:**

Together, this study establishes a controlled in vitro model linking inflammatory cytokine exposure, disease-associated transcriptional alterations, and impaired oligodendrocyte differentiation. Our findings indicate that pharmacological modulation of GPR17 can promote oligodendrocyte maturation and wrapping features under non-permissive inflammatory conditions. This strategy should be considered as an oligodendroglial-directed approach that may complement anti-inflammatory or immunomodulatory interventions.

## 1 Introduction

A growing body of evidence indicates that myelin and white-matter integrity are compromised across a range of neuroinflammatory and neurodegenerative disorders. In demyelinating diseases such as multiple sclerosis (MS), myelin loss is a defining pathological feature, while in conditions including Alzheimer’s disease (AD), Parkinson’s disease (PD), and amyotrophic lateral sclerosis (ALS), accumulating data support the contribution of oligodendroglial dysfunction and myelin abnormalities in disease progression (Klotz et al., 2023; Dean et al., 2016; Bryois et al., 2020). Damage to and loss of mature oligodendrocytes (OLs), the myelinating cells of the CNS, not only drives myelin disruption but can also amplify neuronal vulnerability by weakening axonal support and metabolic coupling (Molina-Gonzalez et al., 2022). Thus, therapeutic strategies aimed at supporting oligodendrocyte maturation may not only enhance endogenous remyelination but also mitigate secondary neuronal damage (Klotz et al., 2023).

OLs provide essential physical, metabolic, and trophic support to neurons, and successful remyelination relies on both mature OLs that survive demyelination and newly generated OLs arising from OPC differentiation (Kuhn et al., 2019; Baydyuk et al., 2020; Bacmeister et al., 2020). However, pathology-driven chronic inflammation creates a non-permissive environment that hinders the remyelination process (Macchi et al., 2020; Rodriguez et al., 2014; Neely et al., 2022; Franklin et al., 2021). Importantly, remyelination failure does not simply reflect a lack of progenitors, as OPCs can proliferate and accumulate around lesions but fail to complete differentiation. Although surviving mature OLs contribute to repair, OPC-derived newly generated OLs remain a major source of regenerated myelin and are therefore a critical target for pro-remyelinating strategies (Duncan et al., 2018; Yeung et al., 2019). This limited differentiation indicates an active blockade of their differentiation program, pointing to inflammatory and sensory cues as key regulators of oligodendroglial timing and fate decisions (Franklin et al., 2024). In neuroinflammatory conditions, impaired OL differentiation occurs within a sustained pro-inflammatory milieu generated by both resident and infiltrating immune cells. Activated microglia and astrocytes, together with infiltrating macrophages and T lymphocytes, release high levels of cytokines such as interleukin-1β (IL-1β), tumor necrosis factor-α (TNF-α), and interferon-γ (IFN-γ), which exert profound effects on oligodendroglial lineage cells (Harrington et al., 2020). IL-1β and TNF-α are predominantly produced by activated microglia and macrophages and act as central amplifiers of inflammatory signalling within the CNS, whereas IFN-γ is mainly derived from infiltrating T cells and prominently associated with inflammatory demyelinating diseases, including MS, but also reported in other inflammatory neurodegenerative contexts (Haroon et al., 2024). Exposure to these mediators has been shown to disrupt the OL differentiation program, suppressing myelin gene expression and terminal maturation. Together, these observations suggest that inflammatory cytokines do not simply damage oligodendroglia but interfere with the timing of molecular mechanisms that normally control the transition from OPCs to myelinating OLs, motivating the search for regulatory nodes that couple inflammatory signalling to differentiation dynamics.

A compelling candidate node is the G protein-coupled receptor 17 (GPR17), a receptor transiently expressed in OPCs that functions as a key checkpoint of the differentiation trajectory (Lewash et al., 2025). Under physiological conditions, GPR17 expression is tightly regulated, being transiently upregulated at early stages and subsequently downregulated to allow terminal maturation (Lecca et al., 2020). However, under diverse chronic neuroinflammatory conditions characterized by defects in myelination, including rodent demyelinating models (He et al., 2021; Coppolino et al., 2018; Bonfanti et al., 2020; Boda et al., 2011), and human neurological diseases (Angelini et al., 2021; Raffaele et al., 2025; Satoh et al., 2017), GPR17 temporal regulation is disrupted, with pathological persistence of receptor upregulation in oligodendroglial cells accumulating in and around demyelinating lesions and failing to acquire a fully myelinating phenotype. In this context, persistent GPR17 expression may contribute to, or reflect, the altered differentiation state of oligodendroglial cells exposed to inflammatory cues. Sustained engagement of GPR17 by agonists has been shown to trigger receptor desensitization and internalization (Fratangeli et al., 2013; Daniele et al., 2014; Fumagalli et al., 2015; Daniele et al., 2011), which, in turn, acts as an intracellular signal to initiate events involved in OL terminal maturation. On this basis, pharmacological modulation of GPR17 through ligands promoting its intracellular downregulation may represent an oligodendroglial-directed approach to facilitate oligodendrocyte differentiation despite persistent inflammatory signalling. Thus, targeting GPR17 is not intended to replace anti-inflammatory strategies, but to act on a lineage-specific differentiation checkpoint that may remain therapeutically relevant when inflammatory activity is only partially controlled.

In this study, we established an *in vitro* model of inflammation-induced OL differentiation impairment using a low, subtoxic concentration of a pro-inflammatory cytokine cocktail (CTK) relevant to multiple neuroinflammatory and neurodegenerative contexts. We performed global transcriptomic profiling of primary rat OPCs exposed to CTK to identify and confirm the molecular programs and pathways engaged during early inflammatory stress. We then investigated whether pharmacological modulation of GPR17 signalling with the selective agonist galinex (GAL) can counteract inflammation-associated differentiation failure and restore OL maturation. Together, these findings provide a mechanistic framework to dissect GPR17-dependent regulation of oligodendrocyte differentiation under inflammatory conditions and support its potential as a target to promote remyelination.

## 2 Materials and methods

### 2.1 Animals

All procedures were approved by the Italian Ministry of Health (License code 5247B.N.L2Y). Animals were kept according to the local animal use committee and in accordance with the Guide to the Care and Use of Laboratory Animals of the National Institutes of Health and the European Community Council Directives. All experiments from the present study used both males and females wild-type Sprague-Dawley pups at the post-natal age 0–2 days (P0-P2).

### 2.2 Primary glial culture and oligodendrocyte isolation

For our investigation, we worked with primary oligodendrocytes obtained from a mixed glial rat primary culture as described previously (Chen et al., 2007), and modified by us (Fumagalli et al., 2011). Briefly, cortices from P0-P2 pups were dissected and placed in Hanks’ Balanced Salt Solution (HBSS) (ThermoFisher Scientific, 24,020–091). Tissue was washed and incubated in a Trypsin EDTA DNAse I (Sigma-Aldrich, D5025-150KU) solution to allow chemical dissociation, followed by mechanical dissociation and centrifugation. Cells were plated onto poly-_D_-lysine coated flasks (Euroclone, ET7076) in Dulbecco-modified Eagle Medium High Glucose (DMEM HG, Euroclone, ECB7501L) containing 1% penicillin-streptomycin (ThermoFisher Scientific, 15,140–122), 1% Glutamax supplement (ThermoFisher Scientific, 35050061), and 10% FBS. The medium of the flasks was changed every day *in vitro* (DIV) until they reached confluence (typically 8 DIV).

Upon confluence, flasks were shaken using an orbital shaker to remove microglia followed by an additional 3-h shaking to obtain OPCs. Cells were seeded in a density of 13,000–15,000 cells/cm^2^ onto poly-_D,L_-ornithine coated plates (Sigma Aldrich) and kept for 3DIV in proliferating conditions in oligodendrocyte medium composed of Neurobasal medium containing 1% penicillin-streptomycin, 1% Glutamax, 2% B27 supplement (ThermoFisher Scientific, 17504044), human platelet-derived growth factor β (Sigma-Aldrich, P3201), human basic fibroblast growth factor (R&D systems Minnesota, 233-FB), and N-acetylcysteine (Sigma-Aldrich, A8199). The purity of OPC-enriched cultures obtained with this standardized protocol has been previously characterized by our group, showing very limited contamination by non-oligodendroglial cells, mainly astrocytes ranging from 0% to 4%, with negligible microglial contamination (Lecca et al., 2016). To further verify culture purity in the present study, one OPC preparation used for the current experiments was immunostained for GFAP and Iba1. Quantification revealed 0.22% GFAP-positive cells and no detectable Iba1-positive cells among DAPI-positive cells (data not shown).

### 2.3 Treatments

Each cytokine–TNF-α, IL-1β and IFN-γ (Immunotools) – was resuspended in sterile PBS with 0.1% BSA at 100 μg/mL. The cytokine cocktail consisted of TNFα, IL-1β, and IFNγ. Three CTK conditions were tested and are referred to as CTK-2, CTK-6, and CTK-20. In CTK-2, each cytokine was used at 2 ng/mL; in CTK-6, each cytokine was used at 6 ng/mL; and in CTK-20, each cytokine was used at 20 ng/mL. Galinex (GAL, Ambinter, Orlénas, France, AMB9128576) was dissolved using dimethyl sulfoxide (DMSO, Sigma-Aldrich, Darmstadt, Germany, 4722301) to obtain 10 mM stock solutions. Both cytokines and GAL stock solutions were filtered with 0.22 µm filters in sterile conditions and kept in −20 °C as single-use aliquots.

All treatments were performed when cells were switched to differentiating condition (day in differentiation (DID) 0), with medium lacking growth factors and containing 5 nM of T3 (except for myelination assay onto nanofibers, where 15 nM T3 was added). Cells initially received ¾ of the volume of medium containing equal concentrations of each pro-inflamatory cytokine and, after 6 h, cells received the remaining ¼ of media containing media with four time-concentrated GAL or equivalent DMSO to reach the final desired concentration (10 nM). In myelination assay experiments GAL treatment was performed every other day and cells were fixed at DID7.

### 2.4 Immunocytochemistry

For immunocytochemistry staining, cells were plated onto poly-ornithine coated glass coverslips or onto synthetic nanofibers (NanoAligned®, Nanofiber Solutions 2,402). After each experiment endpoint, cells were fixed using 4% paraformaldehyde and sucrose (Sigma Aldrich 84,097) in PBS for 20 min. The coverslips or plate bottom were then washed thrice with PBS for staining. Immunostaining was performed as previously described (Marangon et al., 2022). Primary antibodies were incubated overnight as follows: anti-BCAS1/NABC1 (1:100, Rabbit, Fischer Scientific BS-1426R) and anti-myelin basic protein (MBP) (1:200, Rat, Sigma-Aldrich, MAB386). Primary antibody incubation was followed by three washes and secondary antibody incubation for 1 h at room temperature (Invitrogen AlexaFluor 1:800, goat) specific to the primary host species. Cell nuclei were stained using Höeschst 33342 (Invitrogen H21491, 1:10,000) and coverslips were mounted on glass slides using Dako Mounting Media (Agilent S3023).

### 2.5 Fluorescent imaging and analysis

For cell count, at least three coverslips were analysed from four independent experiments. After immunostaining, 30 images of random fields were acquired per coverslip using a fluorescence microscope (Zeiss Axiovert 200M). Cell count was performed considering the entire fields using the Cell count plugin from ImageJ Fiji software (Schindelin et al., 2012) (https://imagej.net/software/fiji).

Analysis of OL cytoskeleton complexity was performed using Neuroanatomy plugin as previously described (Facchinetti et al., 2022). For this, Z-stacks were acquired at a confocal microscope (Zeiss LSM900) and the MBP fluorescent channel of each image was converted into binary 8-bit images. Fifteen cells were analysed per coverslip, with a total of three coverslips per condition, each one from an independent experiment. Starting radius was set at 10 µm and step size (radii interval of consecutive circles) at 5 µm. Results are expressed in the maximum number of intersections per cell, number of intersections per concentric radius per cell, and cell diameter (µm).

For the myelination assay, wells were mounted on glass slides after the experiment endpoint, and images were acquired using confocal microscopy. Then, the myelinated segments (areas of straight alignment and colocalization between FITC-positive nanofibers and MBP-positive cell branches) from at least 8 cells per condition was measured using the freehand tool from at least five different spots at the orthogonal views of measured using the freehand measuring tool of ImageJ Fiji. Results are expressed in average length of myelinated segment per cell from two independent experiments.

### 2.6 qRT-PCR

After each experimental endpoints, cells were lysed using Trizol™ reagent (ThermoFisher Scientific, 15596026). RNA was extracted using the Direct-zol RNA Microprep Kit (ZymoResearch, R2062), then quantified and treated with DNase (Promega, M198A). Retrotranscription to cDNA was performed using SensiFAST™ cDNA Synthesis Kit (Meridian Bioscience, BIO-65054). qRT-PCR was performed using SYBR green technology (SensiFAST™ SYBR® No-ROX Kit (Meridian Bioscience), using previously validated rat primers listed in Supplementary Table S1. All procedures were performed according to manufacturer’s instructions in a CFX Connect Real-Time PCR Detection System (Bio-Rad). The analyses were performed using Rpl13a as housekeeping gene and the 2^-ddCT^ method for relative mRNA expression. Results were normalized to the average expression of each experiment control.

### 2.7 Next-generation RNA-sequencing and data analyses

RNA-sequencing (RNA-seq) was performed 24 h after adding GAL. For that, RNA of three replicates per group was isolated as described in section 2.6 and library preparation and sequencing were performed by Xenovea Kft (Szeged, Hungary). Quality control of raw sequencing reads was performed using FastQC. Genome indexation and alignment from the *Rattus norvegicus* reference was performed using STAR R package. A comprehensive filtering strategy was applied to improve data quality: unannotated features were removed, and low-abundance genes were filtered out using the “Average” method with an abundance threshold of 5. Additionally, to exclude invariable features, a variance filter was applied to remove the lowest 15% of features based on interquartile range. Following filtration, data normalization was performed using the Log2-counts per million (logCPM) transformation to adjust for sequencing depth and stabilize variance prior to downstream analysis. Differential expression analysis was performed with the DESeq2 package and differentially expressed genes (DEGs) were filtered based on |log_2_FC| ≥ 0.59 and adjusted p-value ≤0.05.

### 2.8 Functional enrichment analysis and visualization

Functional enrichment analysis was performed independently for the upregulated and downregulated gene lists using the g:Profiler web server (version e113_e.g.,59_p19, accessed on 21 January 2026). To ensure statistical accuracy, the analysis was conducted using a custom reference background consisting of all genes detected in the RNA-seq dataset. The query focused on Gene Ontology (GO) terms for Biological Process (BP) and Molecular Function (MF), as well as KEGG pathways. The significance threshold was set at an adjusted p-value <0.05 (g:SCS). Enrichment results were visualized as dot plots, generated in RStudio (version 2025.05.01) using the ‘ggplot2′ package. Additionally, to visualize the overlap and relationships between enriched terms, a Circos plot was generated using the Metascape platform.

### 2.9 Protein-protein interaction (PPI) network construction and module analysis

Protein-protein interaction (PPI) networks were constructed separately for upregulated and downregulated DEG (CTK vs. CTL) using the STRING database (version 12.0), applying a minimum confidence interaction score of 0.700. The resulting networks were visualized and analysed using Cytoscape (version 3.10.4). To identify functional protein complexes and dense modules, clustering analysis was performed using the Markov Clustering (MCL) algorithm via the *clusterMaker2* Cytoscape application. The inflation parameter was optimized for each dataset to improve cluster granularity: an inflation value of 3.0 was applied to the upregulated network, while a value of 2.0 was used for the downregulated network, using the STRING interaction score as edge weight. The top 10 largest subnetworks were extracted and subjected to functional enrichment analysis (Gene Ontology and KEGG pathways) to determine their biological significance, considering terms with an FDR <0.05 as significant.

### 2.10 Statistics

All statistics and plots were performed using GraphPad Prism 9.0.0 Software for Windows (GraphPad Software, Boston, Massachusetts USA, www.graphpad.com, Accessed on 21 December 2024), considering the average of three wells and at least three independent experiments. The averages of each experiment are shown as dots in the bar graphs, unless stated. Specific hypothesis testing tests are declared in figure legends. To all analysis, we admitted *p* < 0.05 as statistically significant.

## 3 Results

### 3.1 Establishing a model of inflammation-induced oligodendrocyte differentiation impairment

To develop a model of inflammation-induced oligodendrocyte differentiation impairment, we exposed primary rat OPCs to a pro-inflammatory cytokine cocktail (CTK) containing TNF-α, IL-1β and IFN-γ. Three CTK conditions were tested and are hereafter referred to as CTK-2, CTK-6, and CTK-20, indicating that each cytokine in the mixture was used at 2, 6, or 20 ng/mL, respectively (Figure 1A). To select a concentration that induced inflammation without being cytotoxic, we performed a MTT viability assay at the end of 72 h of treatment. We observed that CTK-20 significantly reduced cell viability by 33.38% compared with the untreated control, and that CTK-6 had a similar effect (Figure 1B). On the contrary, CTK-2 exposure did not induce any significant reduction in cell viability. To assess whether CTK-2 could trigger an inflammatory response, we performed qRT-PCR for selected inflammatory markers 24 h after treatment. Both CTK-2 and CTK-6 induced a marked increase in the mRNA expression of the pro-inflammatory chemokines CCL-2, CCL-5, and CXCL-10 (Figures 1C–E), confirming the ability of CTK-2 to promote an inflammatory response in OLs. Based on these findings, we selected the non-toxic CTK-2 cocktail for subsequent experiments, since it was sufficient to elicit a significant degree of inflammation without compromising cell viability.

**FIGURE 1:**
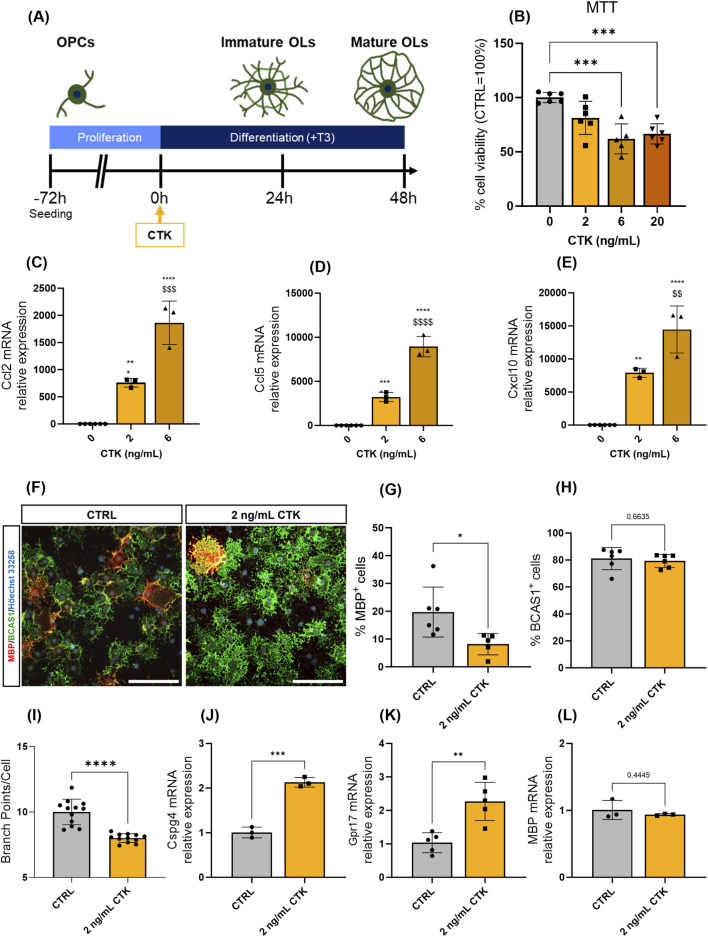
CTK-2 identifies a subtoxic cytokine condition that triggers inflammatory activation and impairs oligodendrocyte maturation. **(A)** Experimental design for characterizing a model of inflammatory oligodendrocyte differentiation impairment. Cells were kept for 3 days in proliferating conditions, then treated with different concentrations of TNF-α, IL-1β, and IFN-γ in pro-differentiating conditions. **(B)** Average MTT absorbance relative to untreated control after 72 h of treatment **(C–E)** qRT-PCR after 24 hours-treatment showing relative mRNA expression (2^-ddCt^) of the pro-inflammatory chemokines **(C)** CCL-2 **(D)** CCL-5 and **(E)** CXCL-10. Dots represent the average of each experiment normalized to the average of the control (CTRL = 1). **(F)** Representative images (scale bar: 50 µm) of the percentage of **(G)** MBP- and **(H)** BCAS1-positive cells. **(I)** Analysis of branch points number normalized on total cell count performed at 48 h post-treatment. **(J–L)** qRT-PCR showing relative gene expression of **(J)** Gpr17 and **(K)** Cspg4 and **(L)** Mbp gene expression after 48 h of treatment with 2 ng/mL CTK. All graphs show mean ± SD **(B)** One-way ANOVA with Bonferroni *post hoc*. **(C–E)** One-way ANOVA with Tukey *post hoc*. **(G–L)** Two-tailed unpaired t-test. In all graphs ‘*’ indicates p value classification when compared to control group and ‘$’ indicates p value classification when compared to CTK-2 group. *p < 0.05; **p < 0.01; ***p < 0.001.

Next, we investigated whether CTK-2 exposure was sufficient to induce differentiation impairment. Immunofluorescence analysis 48 h after treatment showed that CTK-2 reduced the percentage of mature MBP-positive cells by approximately 40% (Figures 1F,G). Interestingly, the reduction in MBP-positive cells was not accompanied by a decrease in breast carcinoma amplified sequence 1 (BCAS1)-positive cells (Figures 1F,H), a marker of earlier stages of myelinating OLs (Fard et al., 2017), indicating a block at later differentiation stages. Consistently, analysis of the number of branch points per cell performed on the whole cell population highlighted a significant reduction of branch complexity (Figure 1I). Additionally, qRT-PCR revealed persistence of upregulation of Gpr17 as well as of Cspg4, which, in turn, encodes for the early OPC marker NG2 (Figures 1J,K), confirming a delay in OL maturation. However, there were no significant changes in the gene expression of the gene encoding for MBP at this time point (Figure 1L).

### 3.2 CTK-2 rewires OL gene networks toward immune activation and metabolic shutdown

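The RNA sequencing covered 12 cultures of primary rat oligodendrocyte precursor cells (OPCs), with 3 replicates in each of 4 groups named CTL, GAL, CTK-2 and CTK2+GAL. The cytokine cocktail held TNF-α, IL-1β and IFN-γ at 2 ng/mL each, and galinex (GAL), an agonist of the receptor GPR17, was added at 10 nM after 6 h of cytokine exposure. RNA was collected 24 h after the addition of GAL. The deposited values are read pairs counted on genes, without normalization or filtering. The paper gives FastQC for quality control and STAR for the alignment, and the count tables record featureCounts 2.0.0 on the exons of the Ensembl annotation of mRatBN7.2, a build of the rat genome. Only reversely stranded pairs with both ends mapped were counted. Pairs that mapped to several places or overlapped several genes were left out, so near-identical genes lose counts. Chimeric pairs and marked duplicates were left out as well, and neither the paper's text nor the tables say whether duplicates had been marked. The library totals lay between 5207182 and 6169733 counts in CTL (median 5836987) and between 4718825 and 5475929 in CTK-2 (median 5329374). In GAL they lay between 2600797 and 6064182 (median 5908813), and in CTK2+GAL between 5080780 and 8978185 (median 5562951). The lowest total belonged to GAL replicate 1, whose low counts carry the largest counting error.

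The 13348 annotated genes with a mean count of at least 5 over the 12 libraries were tested. The counts were normalized for library size by edgeR's TMM method and are given as CPM, counts scaled to the normalized library size. One quasi-likelihood model with the means of the 4 groups was fitted to all libraries, and each comparison was a contrast of that model. DEGs were called at the paper's thresholds, an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 0.59. The libraries were not paired by replicate number, because the paper names no pairing, and fits with CTL and GAL libraries as pairs were added after seeing the data. The tables list genes by Ensembl identifier only. Symbols were assigned by matching the mean and log2 fold change of each entry of Supplementary Table S2 to 1 gene of the count tables, which succeeded for 1783 of 1786 entries. A gene outside that table therefore has no symbol here, and each symbol belongs to a gene that the study had already called in CTK-2 versus CTL on these same libraries.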

To gain additional insights into the molecular mechanisms at the basis of CTK-2 exposure in OLs, we performed RNA sequencing 24 h after treatment. We obtained 1786 differentially expressed genes (DEGs) (Supplementary Table S2), from which 1,198 were upregulated and 588 downregulated (Figure 2A). 

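In the deposited counts, 2311 genes passed both thresholds in CTK-2 versus CTL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 1538 were higher and 773 lower in CTK-2. No CTK-2 library overlapped a CTL library in 2272 of the 2311 DEGs, which were called on these libraries. Of all 13348 genes tested, 6550 showed no overlap, where chance gives 10% of genes for 3 libraries against 3. Of the genes matched to Supplementary Table S2, 1748 were DEGs with the same direction, 35 were not called and 0 were called in the other direction. The match itself required near-equal fold changes on these counts, so the shared direction was fixed in advance. Among the alternatives that kept the thresholds, DESeq2 in place of edgeR moved the count most, to 2104, and the highest count was 2515 without CTL replicate 3.

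Several of the largest increases were in genes without any count in CTL. Hpgd, which encodes 15-hydroxyprostaglandin dehydrogenase, lies on chromosome 16 from 33986266 to 34024228. It had 0 counts in each CTL library and 23.7 ± 2.43 CPM in CTK-2 (SD, n = 3), at least 134-fold higher than the 3 counts that a count of 0 allows. Apol3 on chromosome 7 from 109288725 to 109297723 also had 0 counts in CTL and was at least 91.1-fold higher in CTK-2. Alpk1 was at least 65.8-fold higher, and Kremen2 at least 57.1-fold higher. These floors cover counting error only.

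The largest decreases were in Prex2 and Slc27a6. Prex2, which encodes an exchange factor for Rac on chromosome 5 from 7942573 to 8253068, fell from 17.9 ± 2.89 CPM in CTL to 1.65 ± 0.195 CPM in CTK-2 (SD, n = 3), a log2 fold change of -3.41 (standard error 0.30, adjusted p = 3.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Acan, which encodes aggrecan, had a log2 fold change of -2.98 (standard error 0.15). Erbb3, which encodes a receptor tyrosine kinase, decreased from 97.1 to 15.3 CPM, and Bambi, an inhibitor of BMP and activin receptors, from 14.9 to 2.34 CPM.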

A circular enrichment map generated from the top 500 up- and downregulated genes highlighted a marked functional segregation between the two transcriptional programs, with limited sharing of enriched terms (Figure 2B). Functional enrichment analysis of downregulated genes revealed a repression of molecules involved in lipid metabolism and myelination-associated processes after CTK-2 treatment (Figures 2C–E). Specifically, enriched terms included acyl-CoA desaturase activity and lipid/lipoprotein binding functions (Figure 2C). 

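Lists of gene families, fixed before the data were examined, were counted for their members with a symbol. Of 18 members of the cholesterol biosynthesis list, 18 were lower and 0 higher in CTK-2 than in CTL, with log2 fold changes from -1.33 to -0.62 and a median of -0.94. In the list for fatty acid synthesis and desaturation, 11 of 12 members were lower and 1 was higher. All 7 members with a symbol among myelin and late oligodendrocyte genes were lower, with a median log2 fold change of -1.16. In each of these 37 genes, every CTK-2 library lay on one side of every CTL library. Because the symbols come from the study's own DEGs, genes that the cytokines left unchanged are absent from the lists, and the counts show the direction of called genes only. With total counts in place of TMM normalization, 17 of the 18 cholesterol genes were still called, the lowest number under 14 other settings, and the other direction was not seen in any of them.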

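The acyl-CoA desaturases with a symbol were Scd, Scd2, Fads1, Fads2 and Fads3. Scd2, a stearoyl-CoA desaturase on chromosome 1 from 243169236 to 243182232 of mRatBN7.2, had the highest level, with 5436 ± 507 CPM in CTL and 2763 ± 16.9 CPM in CTK-2 (SD, n = 3). Its log2 fold change was -0.98 (standard error 0.063, adjusted p = 6.6e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Its neighbour Scd, from 243269747 to 243282562 on the same chromosome, decreased from 152 ± 14.6 to 62.2 ± 2.16 CPM (SD, n = 3), a log2 fold change of -1.29 (standard error 0.092). The 3 Fads genes lie next to each other on chromosome 1 between 206685894 and 206842734. Fads1 had a log2 fold change of -0.70 (standard error 0.074) and Fads2 of -0.79 (standard error 0.072). Fads3, at 11.7 ± 1.10 CPM in CTL and 4.95 ± 1.43 CPM in CTK-2 (SD, n = 3), was the least abundant and had the widest error, with a log2 fold change of -1.24 (standard error 0.22). Its span overlaps 1 other annotated gene on the same strand, and any pairs on shared exons were not counted. The differences exceeded the spread between replicates in all 5 genes.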

Consistently, biological process terms were mostly related to lipid biosynthetic and metabolic pathways (e.g., sterol/cholesterol metabolism, fatty acid and triglyceride metabolism, phosphatidylcholine metabolism), as well as oligodendrocyte-relevant categories such as myelination and ensheathment of neurons (Figure 2D). 

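Of the myelin genes, Tspan2, which encodes tetraspanin 2 on chromosome 2 from 190177741 to 190219660, decreased from 473 ± 39.3 CPM in CTL to 153 ± 1.90 CPM in CTK-2 (SD, n = 3). The log2 fold change was -1.62 (standard error 0.070, adjusted p = 3.8e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Ugt8, the UDP glycosyltransferase that adds galactose to ceramide, had a log2 fold change of -1.16 (standard error 0.063). Cldn11, Fa2h, Mag and Mog were also lower. These 6 genes remained past both thresholds in each of the 14 other settings.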

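In the pathway from acetyl-CoA to cholesterol, the genes with the smallest adjusted p-values were Hmgcs1, Cyp51 and Acat2. Hmgcs1 encodes hydroxymethylglutaryl-CoA synthase on chromosome 2 from 51649497 to 51667100. Its level was 1459 ± 125 CPM in CTL and 619.6 ± 8.97 CPM in CTK-2 (SD, n = 3), a log2 fold change of -1.24 (standard error 0.064, adjusted p = 3.6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Cyp51 encodes lanosterol demethylase on chromosome 4 from 30036865 to 30055410, and its log2 fold change was -1.08 (standard error 0.058). Acat2, acetyl-CoA acetyltransferase on chromosome 1 from 47695788 to 47752821, fell from 417 ± 34.8 to 183 ± 8.53 CPM (SD, n = 3), a log2 fold change of -1.19 (standard error 0.068). For the fatty acid genes, the median log2 fold change of the 12 members with a symbol was -0.86. KEGG and GO terms could not be tested again, because their gene sets are not available with the deposited data.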

KEGG analysis further reinforced this signature, with strong enrichment for steroid biosynthesis, terpenoid backbone biosynthesis, fatty acid metabolism, biosynthesis of unsaturated fatty acids, and PPAR signalling (Figure 2E). 

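Of the enzymes of fatty acid and cholesterol synthesis, Dhcr7 had a log2 fold change in CTK-2 versus CTL of -0.91 (standard error 0.066). Nsdhl, a sterol dehydrogenase gene on chromosome X from 150775080 to 150807142, had a log2 fold change of -0.75 (standard error 0.080). Sqle, the gene of squalene epoxidase on chromosome 7 from 90868011 to 90883618, had one of -0.84 (standard error 0.065). Among the acyl-CoA synthetases named here, Acsl1 decreased most, from 130.1 ± 5.22 CPM in CTL to 60.9 ± 4.74 CPM in CTK-2 (SD, n = 3). Its log2 fold change was -1.09 (standard error 0.087, adjusted p = 1.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Acsl4 had a log2 fold change of -0.92 (standard error 0.062). Acsl3 had one of -0.74 (standard error 0.057). Its span overlaps 1 other gene on the same strand, and any pairs on shared exons were not counted. No gene with the symbol Fasn could be named in the count tables, because that symbol is not in Supplementary Table S2.

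**Figure D1:**
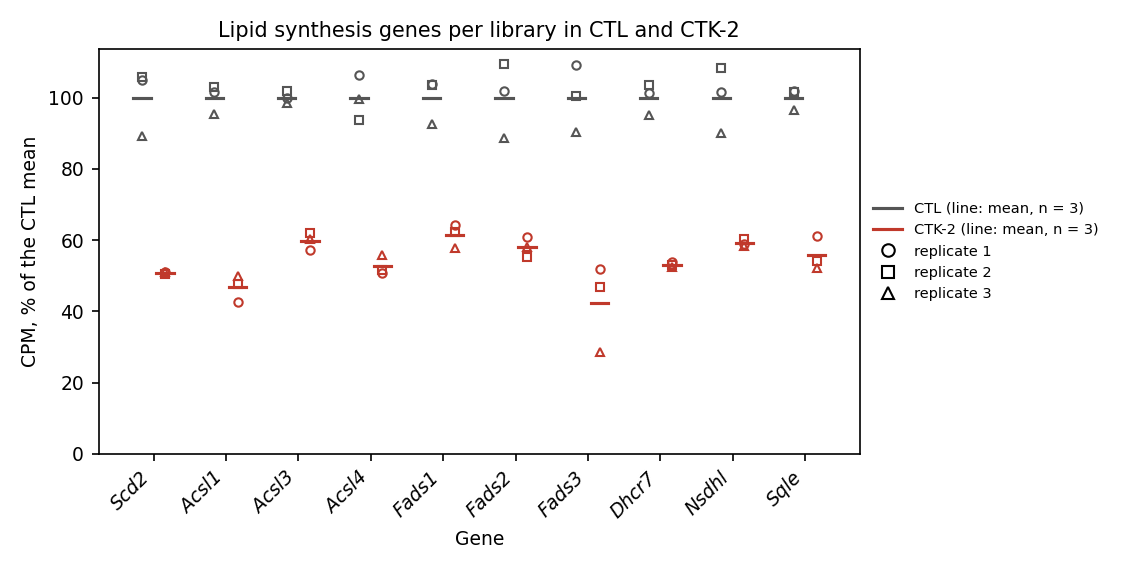
CPM of 10 lipid synthesis genes in each CTL and CTK-2 library (n = 3 per group), as a percentage of the mean of CTL, with lines at the group means. CTL libraries lie between 88.6% and 109.5% and CTK-2 libraries between 28.6% and 64.2%.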

In line with these pathways, the downregulated set included multiple genes encoding rate-limiting enzymes involved in fatty acid and cholesterol synthesis (e.g., Fasn, Scd2, Acsl1/3/4, Fads1/2/3, Hmgcr, Dhcr7, Dhcr24, Nsdhl, Sqle). These findings provide molecular confirmation that, in our CTK-based *in vitro* model, inflammatory exposure hinders oligodendrocyte maturation at least in part by suppressing lipid anabolic programs required for membrane expansion and myelin production.

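With each CTL or CTK-2 replicate left out in turn, the log2 fold change of Hmgcs1 stayed between -1.30 and -1.18, that of Scd2 between -1.05 and -0.93 and that of Tspan2 between -1.68 and -1.56. The most extreme decreases came without CTL replicate 3 in all 3 genes. The paper's reasoning runs from the genes lower in CTK-2, through the lipid and myelination terms enriched among them (Figures 2C–E) and the enzymes it names, to the conclusion that inflammatory exposure hinders maturation in part by suppressing lipid anabolic programs.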

**FIGURE 2:**
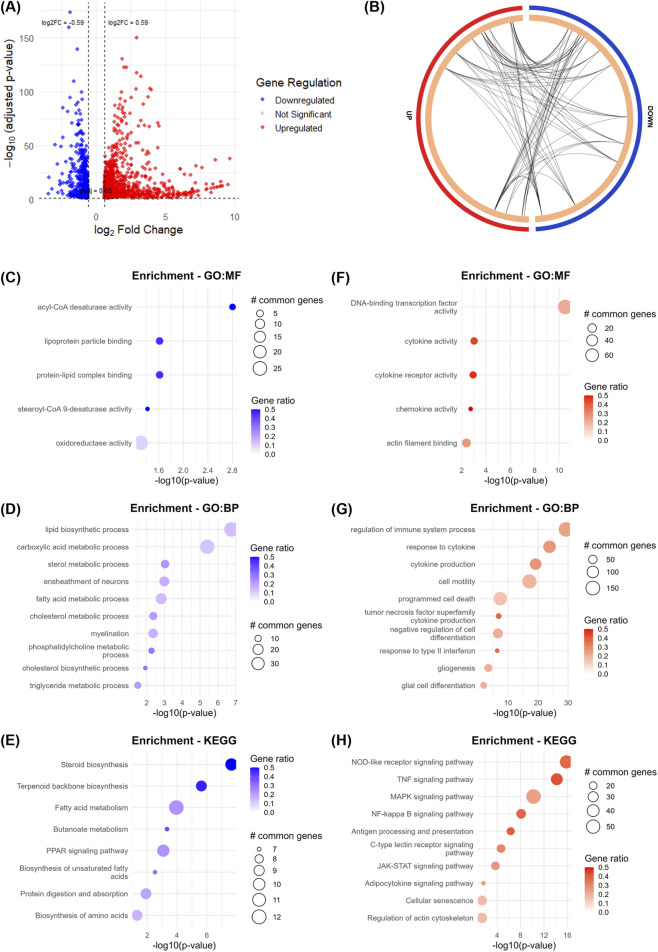
Pro-inflammatory cytokines drive immune activation and metabolic suppression in oligodendrocytes. **(A)** Volcano plot of differentially expressed genes in CTK-2 vs. CTL groups shown as log_2_ fold change versus −log_10_ (adjusted P value). Upregulated genes are shown in red and downregulated genes in blue. Dashed lines indicate the applied thresholds (|log_2_FC| ≥ 0.59 and adjusted P value ≤0.05). **(B)** Circular plot generated using the top 500 significantly upregulated (UP) and downregulated (DOWN) gene. Links indicate shared enriched terms, revealing functional convergence or separation. **(C–H)** Functional enrichment analyses performed separately on downregulated **(C–E)** and upregulated **(F–H)** gene sets. Dot plots report enriched Gene Ontology Molecular Function (GO:MF), Biological Process (GO:BP), and KEGG pathways. Dot size represents the number of genes associated with each term, color indicates gene ratio, and the x-axis shows enrichment significance expressed as −log_10_(P value).

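Among the genes raised in CTK-2, the lists of gene families moved in one direction. All 25 interferon-stimulated genes with a symbol were higher in CTK-2 than in CTL, the smallest log2 fold change being 2.88. The 17 NF-κB and TNF pathway genes with a symbol were all higher, as were the 13 of the JAK-STAT pathway, the 10 of MHC class I and peptide loading, the 6 of MHC class II and the 9 chemokines. No CTK-2 library overlapped a CTL library in any of these genes. Members enter these lists only when they are in Supplementary Table S2, so a count without exceptions shows that the called members have a single direction. DESeq2 gave no p-value to 37 genes, among them B2m, Tap1, Tap2, Irf1, RT1-N2 and RT1-S3, and with it 5 of the 10 class I genes and 23 of the 25 interferon-stimulated genes were called.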

In parallel, enrichment analysis of upregulated genes showed a robust induction of immune- and cytokine-associated pathways (Figures 2F–H). 

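The chemokine genes with the smallest adjusted p-values were Cxcl10, Cxcl9 and Cx3cl1. Cxcl10 on chromosome 14 from 15704758 to 15706975 had 0.216 ± 0.374 CPM in CTL and 186 ± 10.8 CPM in CTK-2 (SD, n = 3), a log2 fold change of 9.50 (standard error 0.23, adjusted p = 6.7e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 CTK-2 libraries than in every CTL library). All 4 of its CTL counts came from CTL replicate 3, and the other CTL libraries had 0. Without CTL replicate 3 the log2 fold change of Cxcl10 was 13.00, resting on those counts of 0. Cxcl9, from 15722908 to 15728435 on the same chromosome, had 5 counts in CTL, all of them in CTL replicate 3, and 1748 in CTK-2. Cx3cl1 on chromosome 19 from 10227340 to 10236833 was already expressed in CTL at 10.8 ± 1.48 CPM and reached 62.5 ± 2.38 CPM in CTK-2 (SD, n = 3), a log2 fold change of 2.52 (standard error 0.13). Cxcl11 had 0 counts in CTL and was at least 76.3-fold higher in CTK-2. Ccl5 on chromosome 10 from 68322829 to 68327377 had 0 counts in CTL and 284 in CTK-2, at least 103-fold higher. Ccl2 had 1 count in CTL and 247 in CTK-2, a ratio of 268 after library size normalization, with a 95% counting interval from 47.6 to 10626.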

Upregulated molecular functions included cytokine activity, chemokine activity, cytokine receptor activity, and DNA-binding transcription factor activity (Figure 2F). 

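The interferon response differed between the untreated libraries. CTL replicate 3 had a higher level than CTL replicates 1 and 2 in 23 of the 25 interferon-stimulated genes. Gbp4, which encodes a guanylate binding protein on chromosome 2 from 231305244 to 231318879, rose from 0.336 ± 0.423 CPM in CTL to 50.8 ± 0.337 CPM in CTK-2 (SD, n = 3). Its log2 fold change was 7.08 (standard error 0.29, adjusted p = 2.0e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 CTK-2 libraries than in every CTL library). CTL replicate 3 had 0.811 CPM, and the other CTL libraries 0 and 0.199. Without replicate 3 the log2 fold change was 8.79. The type of interferon cannot be read from these genes, since the cocktail held IFN-γ and the lists do not separate the genes that each interferon induces. Genes related to gliogenesis could not be tested as a set for want of the term's members. Of 4 markers of oligodendrocyte precursors with a symbol, 3 were higher in CTK-2 and 1 was lower. Cspg4 on chromosome 8 from 57264962 to 57300010 was the most increased, from 136 ± 19.3 to 545 ± 32.7 CPM (SD, n = 3), with a log2 fold change of 2.00 (standard error 0.094).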

Enriched biological processes included terms such as regulation of immune system process, response to cytokine, cytokine production (including TNF superfamily cytokine production), cell motility, programmed cell death, and response to type I interferon; notably, gliogenesis and glial cell differentiation terms also emerged within the upregulated set, consistent with a broad remodelling of glial-state programs under inflammatory stress (Figure 2G). KEGG pathways enriched among upregulated genes included NOD-like receptor signalling, TNF signalling, NF-κB signalling, MAPK signalling, C-type lectin receptor signalling, JAK–STAT signalling, and antigen processing and presentation (Figure 2H). 

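Of the NF-κB and TNF pathway genes, Tnfaip3, Vcam1 and Nfkbia had the smallest adjusted p-values. Tnfaip3 on chromosome 1 from 13709206 to 13725282 encodes an inhibitor of NF-κB signalling and rose from 2.51 ± 1.09 CPM in CTL to 55.3 ± 2.66 CPM in CTK-2 (SD, n = 3). This increase is a log2 fold change of 4.41 (standard error 0.17, adjusted p = 1.4e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 CTK-2 libraries than in every CTL library). Nfkbia, the gene of another such inhibitor on chromosome 6 from 72858712 to 72861941, had a log2 fold change of 2.44 (standard error 0.097). For Vcam1, an adhesion molecule gene, it was 3.47 (standard error 0.14). In the JAK-STAT pathway, Socs1 on chromosome 10 from 4882560 to 4884383 rose from 2.44 ± 0.403 to 55.7 ± 3.73 CPM (SD, n = 3), a log2 fold change of 4.49 (standard error 0.19). Stat3 had a wider spread in CTL, with 139 ± 38.9 CPM against 598 ± 5.61 CPM in CTK-2 (SD, n = 3), and a log2 fold change of 2.10 (standard error 0.15). Lifr, the receptor of leukemia inhibitory factor, had a log2 fold change of 1.36 (standard error 0.068).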

Interestingly, “Cellular senescence” was also among the enriched KEGG terms (Figure 2H). 

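Of the regulators of senescence and the cell cycle, Rras on chromosome 1 from 95500566 to 95504357 had the lowest depth of the 3 examined here, with 30 counts in the CTL libraries and 135 in the CTK-2 libraries. It rose from 1.79 ± 0.526 CPM in CTL to 8.59 ± 1.39 CPM in CTK-2 (SD, n = 3), a log2 fold change of 2.27 (standard error 0.25, adjusted p = 7.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 CTK-2 libraries than in every CTL library). Ccnd1, the cyclin D1 gene on chromosome 1 from 200089002 to 200098602, had a log2 fold change of 1.28 (standard error 0.075). Cdk6 on chromosome 4 from 30646460 to 30829634 rose from 3.70 ± 0.972 to 19.5 ± 1.47 CPM (SD, n = 3), a log2 fold change of 2.37 (standard error 0.18). In all 3 genes the increase was larger than the spread between replicates. Serpina1 could not be examined, because no gene with that symbol is in Supplementary Table S2.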

Consistent with this signal, senescence/DNA-damage–associated regulators within the DEG list (e.g., Tp53, Rras, Serpina1) were strongly upregulated, together with cell-cycle regulators such as Ccnd1 and Cdk6, whose induction in post-mitotic cells is commonly interpreted as markers of stress-associated cell-cycle dysregulation and DNA-damage responses.

To place these transcriptional changes into interaction-level context, we performed STRING-derived protein–protein interaction (PPI) network analysis followed by Markov Cluster Algorithm (MCL) clustering. 

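All 7 mitosis genes with a symbol were lower in CTK-2 than in CTL, with log2 fold changes from -0.95 to -0.62, and the CTK-2 and CTL libraries did not overlap in 5 of them. Cdca8 on chromosome 5 from 137176417 to 137198629 fell from 8.56 ± 2.43 CPM in CTL to 4.36 ± 0.714 CPM in CTK-2 (SD, n = 3). That decrease is a log2 fold change of -0.95 (standard error 0.24, adjusted p = 0.00419 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Ccnb1, which encodes cyclin B1 on chromosome 2 from 31912193 to 31921172, had 15.7 ± 5.55 CPM in CTL and 8.51 ± 0.694 CPM in CTK-2 (SD, n = 3). Its log2 fold change of -0.89 shrank to -0.56 without CTL replicate 1, where it no longer passed the thresholds. Without that library, 2 of the 7 genes were called. Kif20b, a kinesin gene, had a log2 fold change of -0.78 (standard error 0.23). The total of CTL counts over the 3 libraries was 144 for Cdca8 and 153 for Kif20b, so the depth limits the precision of this list.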

For downregulated genes, PPI clustering revealed discrete suppressed modules centered on sterol metabolic process (a dense cholesterol/sterol biosynthesis cluster), as well as additional clusters annotated as regulation of cell cycle, TCA cycle, glycerophospholipid metabolism, amino-acid metabolism (Gly/Ser/Thr and Val/Leu/Isoleu metabolism), transmission of nerve impulse, basal transcription factors, and a smaller cell-adhesion module (Figure 3). These modules collectively support a coordinated shutdown of anabolic lipid programs together with broader metabolic and homeostatic functions.

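Some of the largest decreases were in genes of lipid and sugar metabolism. Mgll, which encodes monoglyceride lipase on chromosome 4 from 121192195 to 121294179, fell from 97.9 ± 22.2 CPM in CTL to 13.7 ± 1.07 CPM in CTK-2 (SD, n = 3), a log2 fold change of -2.82 (standard error 0.19, adjusted p = 1.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Slc27a6 on chromosome 18 from 52041074 to 52099414, of a family of fatty acid transporters, had 73 counts in the CTL libraries and 6 in the CTK-2 libraries. Its log2 fold change was -3.41 (standard error 0.55). Gfpt2, an enzyme gene of hexosamine synthesis on chromosome 10 from 34115052 to 34161329, went from 5.67 ± 0.710 to 0.816 ± 0.743 CPM (SD, n = 3), a log2 fold change of -2.74 (standard error 0.41), which was -3.77 without CTK-2 replicate 2.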

**FIGURE 3:**
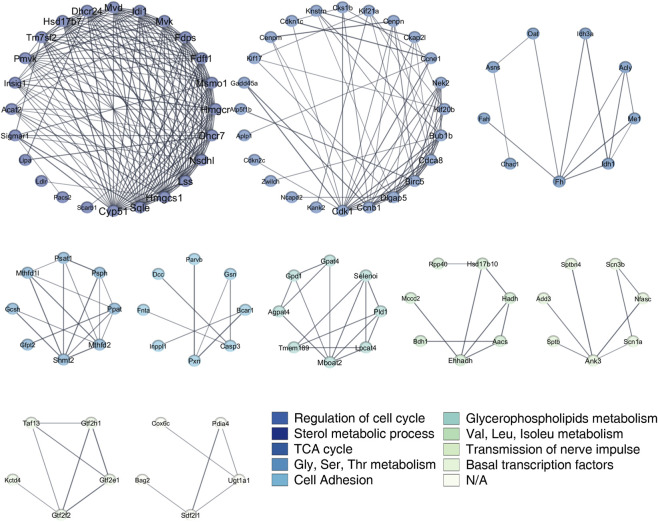
Pro-inflammatory cytokine treatment induces suppression of metabolic and homeostatic interaction modules in oligodendrocytes. Sub-networks identified from a STRING-derived protein–protein interaction (PPI) network. The global network was clustered using the Markov Cluster Algorithm (MCL) to detect groups of highly interconnected nodes. Each sub-network represents a distinct MCL cluster, with nodes corresponding to proteins and edges indicating known or predicted interactions derived from STRING. Within each sub-network, the node positioned at the bottom center denotes the protein with the highest degree. Label size is proportional to node degree, reflecting the relative connectivity of each protein within its cluster. Functional enrichment analysis was performed independently for each sub-network using Gene Ontology Biological Process (GO:BP) and KEGG databases; for each cluster, the most significant and representative enriched term is reported in the adjacent legend.

In contrast, the upregulated PPI network was dominated by a large “immune system process” module, accompanied by multiple cytokine- and stress-associated clusters including response to virus, JAK–STAT signalling, chemokine signalling, MAPK signalling, regulation of response to stimulus, calcium ion import, antigen processing and presentation, cell adhesion, and fatty acid degradation (Figure 4). 

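Mx1, an antiviral GTPase gene on chromosome 11 from 36799660 to 36823507, rose from 2.13 ± 3.21 CPM in CTL to 260.1 ± 21.5 CPM in CTK-2 (SD, n = 3). The SD in CTL exceeds the mean because CTL replicate 3 had 5.84 CPM and the other CTL libraries 0.344 and 0.199. This gives a log2 fold change of 6.82 (standard error 0.33, adjusted p = 1.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 CTK-2 libraries than in every CTL library), and 9.77 without CTL replicate 3. Ifit2 on chromosome 1 from 232102570 to 232108635 had 5 counts in the CTL libraries and 913 in the CTK-2 libraries, with a log2 fold change of 7.53 (standard error 0.28), and 8.99 without CTL replicate 3, which held most of the CTL counts. On the side of fatty acid breakdown, only Acsl5 was higher in CTK-2 among the genes named here. This acyl-CoA synthetase gene had a log2 fold change of 1.01. It was chosen after its value was seen, as the exception in its list, which is that for fatty acid synthesis and desaturation. The other acyl-CoA synthetase genes named here, Acsl1, Acsl3 and Acsl4, were lower, with log2 fold changes of -1.09, -0.74 and -0.92. Ehhadh on chromosome 11 from 79241938 to 79275188 and Hadh on chromosome 2 from 219787927 to 219830353 both encode hydroxyacyl-CoA dehydrogenases. Both were lower, with log2 fold changes of -1.04 (standard error 0.098) and -0.89 (standard error 0.11). Other genes with a symbol, among them Cpt1a, Cpt1c and Acsbg1, were not examined, so these values do not test the paper's fatty acid degradation module.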

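RT1 is the major histocompatibility complex of the rat. All 11 RT1 genes with a symbol lie on chromosome 20 between 2623953 and 4607597 or, for RT1-M3-1, from 1287521 to 1328117, and all 11 were higher in CTK-2 than in CTL. By name, RT1-Ba, RT1-Bb, RT1-Da and RT1-Db1 are class II genes and the other 7 are class I or Ib. RT1-S3, the most abundant, had 9.95 ± 17.1 CPM in CTL and 267 ± 7.24 CPM in CTK-2 (SD, n = 3). Its log2 fold change was 4.65 (standard error 0.62, adjusted p = 7.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 CTK-2 libraries than in every CTL library), with 29.7 CPM in CTL replicate 3 and 0.172 and 0 in the other CTL libraries. Without CTL replicate 3 its log2 fold change was 11.19, resting on those near-zero levels. RT1-N3 rose from 1.20 ± 1.78 to 72.4 ± 8.09 CPM (SD, n = 3), a log2 fold change of 5.78 (standard error 0.34), and CTL replicate 3 had 3.24 CPM, without which it was 8.45. In the fit of all libraries, the smallest increase was that of RT1-CE3, with a log2 fold change of 2.67 (standard error 0.61) from 11 counts in CTL, most of them in CTL replicate 3. Without that library it was 5.20, and the smallest was 3.36 for RT1-T24-1. The span of RT1-CE3 overlaps 7 other genes on its strand. Any pairs on exons of several genes, or mapped to several near-identical copies, were not counted. The levels of single class I genes may therefore be underestimates. Among the class II genes, RT1-Bb had 0 counts in CTL and was at least 76.7-fold higher in CTK-2. RT1-Da had 2 counts in CTL, a ratio of 335 with a 95% counting interval from 92.3 to 2769.6. RT1-Db1 had 3 counts in CTL, a ratio of 139 with an interval from 47.2 to 676. RT1-Ba rose from 0.814 ± 1.26 to 67.1 ± 4.03 CPM (SD, n = 3), a log2 fold change of 6.22. Without CTL replicate 3 it was 9.19. The log2 fold change of RT1-Da then went from 8.13 to 10.76 and that of RT1-Db1 from 6.95 to 10.08. The sizes of these increases thus depend on that library, and the intervals cover counting error only.

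**Figure D2:**
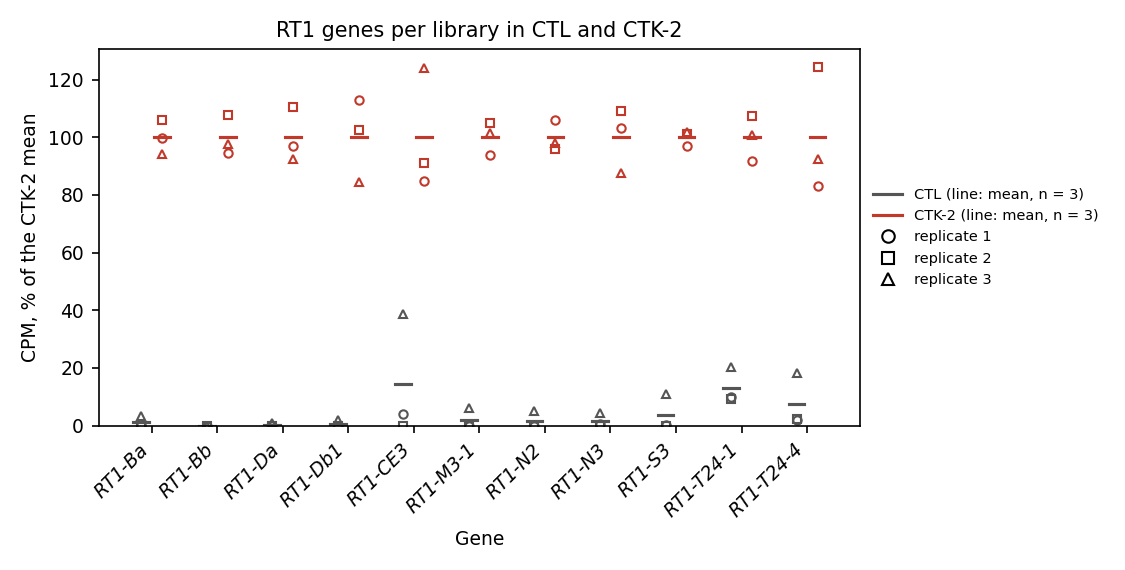
CPM of 11 RT1 genes in each CTL and CTK-2 library (n = 3 per group), as a percentage of the mean of CTK-2, with lines at the group means. CTK-2 libraries lie between 83.3% and 124.3%, CTL replicates 1 and 2 reach at most 9.90%, and CTL replicate 3 lies above them in 10 genes and reaches 38.7%.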

Notably, the antigen processing/presentation cluster comprised RT1 family members (MHC class I–related genes), indicating that CTK-2 does not only trigger generic inflammatory signalling in oligodendrocytes but also induces components of immune surveillance pathways.

**FIGURE 4:**
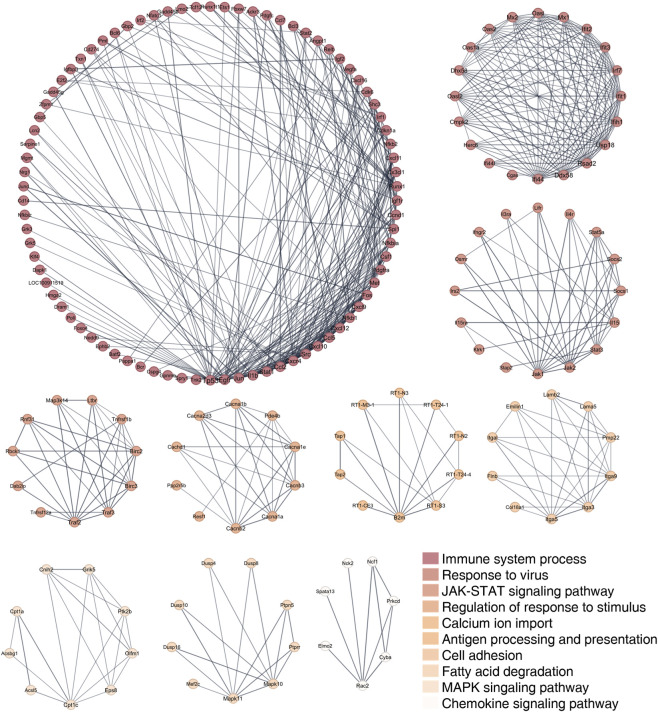
Pro-inflammatory cytokine treatment induces immune-response and cytokine-associated interaction modules in oligodendrocytes. Sub-networks identified from a STRING-derived protein–protein interaction (PPI) network. The global network was clustered using the Markov Cluster Algorithm (MCL) to detect groups of highly interconnected nodes. Each sub-network represents a distinct MCL cluster, with nodes corresponding to proteins and edges indicating known or predicted interactions derived from STRING. Within each sub-network, the node positioned at the bottom center denotes the protein with the highest degree. Label size is proportional to node degree, reflecting the relative connectivity of each protein within its cluster. Functional enrichment analysis was performed independently for each sub-network using Gene Ontology Biological Process (GO:BP) and KEGG databases; for each cluster, the most significant and representative enriched term is reported in the adjacent legend.

Then, to gain insights on the significance of our CTK model, we compared our CTK-regulated genes with a published cross-species oligodendrocyte disease signature identified in both mouse models and human brains from Alzheimer’s disease and Multiple Sclerosis (Pandey et al., 2022). After converting our DEGs to human orthologs, we identified 129 overlapping genes between the two datasets (Figure 5A; Supplementary Figure S1). Of note, the direction of change was largely concordant: most shared genes were upregulated in both datasets (85 CTK-UP/Pandey-UP) and a substantial fraction were downregulated in both (14 CTK-DOWN/Pandey-DOWN), whereas fewer genes showed opposite regulation (12 CTK-UP/Pandey-DOWN and 18 CTK-DOWN/Pandey-UP) (Figure 5B). These results indicate that our CTK model recapitulates a sizeable transcriptome component of the conserved disease-associated OL transcriptional program.

**FIGURE 5:**
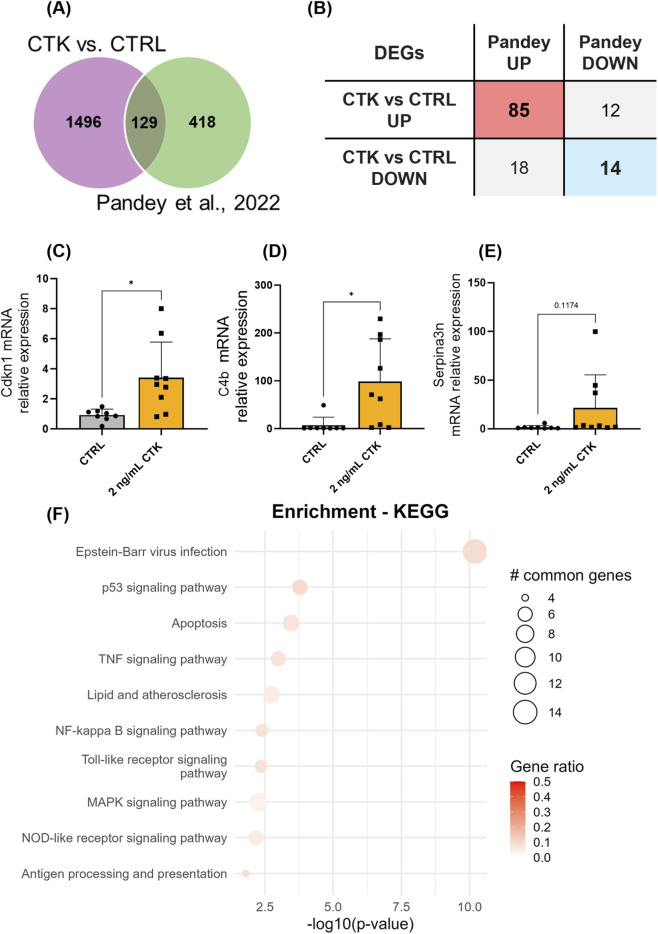
Cytokine cocktail induces inflammatory transcriptional changes common to neurodegenerative disease models and the human brain. **(A)** Venn diagram showing the overlap between differentially expressed genes (DEGs) identified in the CTK-2 versus CTRL after the identification of human orthologs and genes reported in the Pandey et al. (2022) dataset. Numbers indicate unique and shared genes between datasets. **(B)** Contingency table summarizing the directional concordance of the shared gene signature. **(C–E)** Relative mRNA expression (2^-ddCt^) of senescence and disease-associated genes. Graphs show mean ± SD. Dots represent the average of each experiment normalized to the average of the control (CTRL = 1). Unpaired two-tailed t-tests. ‘*’ indicates p value classification when compared to untreated group. **p < 0.01. **(F)** KEGG pathway enrichment analysis of shared upregulated genes, shown as a dot plot. Dot size represents the number of genes associated with each pathway, color indicates gene ratio, and the x-axis reports enrichment significance as −log_10_(P value).

We next validated three genes previously highlighted as markers of diseased/senescent OLs (Pandey et al., 2022). qPCR confirmed a significant induction of Cdkn1a and C4b in CTK-treated cells, while Serpina3 showed an increasing trend that did not reach statistical significance (Figures 5C–E). Finally, KEGG enrichment analysis restricted to the shared upregulated genes revealed pathways consistent with inflammatory and stress-associated signalling, including TNF/NF-κB, Toll-like receptor, MAPK, JAK–STAT, apoptosis, and p53 signalling, among others (Figure 5F).

Taken together, these data indicate that our model is characterized by a transcriptional response that overlaps in both content and directionality with a conserved neurodegenerative disease–associated OL signature and is accompanied by induction of disease/senescence-linked markers.

### 3.3 The GPR17 agonist galinex rescues OL maturation from CTK-induced differentiation impairment

To investigate whether galinex (GAL), a GPR17 agonist, could counteract inflammation-induced OL differentiation impairment, we pre-treated OPCs with CTK-2 for 6 h followed by the addition of 10 nM GAL in the medium. As expected, CTK-2 treatment reduced the proportion of MBP-positive cells after 48 h. In contrast, GAL increased the proportion of mature MBP-positive cells to levels comparable to those of untreated control cells (Figures 6A,B), indicating its ability to rescue OL maturation.

**FIGURE 6:**
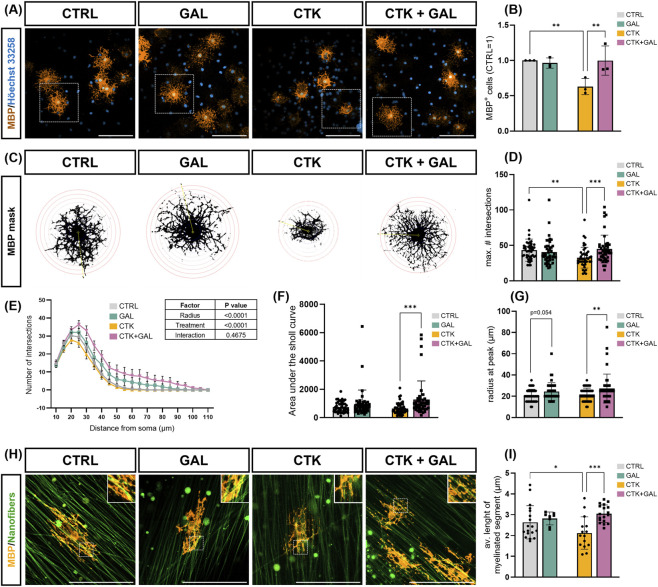
Galinex restores oligodendrocyte maturation, cellular complexity and myelinating capacity following inflammation-mediated dysfunction. **(A)** Representative images (scale bar: 100 µm) of **(B)** the relative proportion of MBP-positive cells after 48 h of treatment with CTK-2, GAL, CTK2+GAL normalized to the average of the control (CTRL = 1). **(C)** Representative images of **(D–G)** Semi-automatized quantification of the maximum number of branch interactions with a concentric ring in the Sholl analysis from MBP-positive cells mask; **(D)** Maximum observed number of intersections with concentric rings per each cell; **(E)** the average number of branch interactions in each concentric ring in the Sholl analysis; **(F)** Area under the curve of **(E)**. Quantification of the diameter of maximum size ring in the Sholl analysis. **(H)** Representative images (scale bar: 100 µm) of **(I)** the average length of myelinated segments per cell of OLs treated on synthetic nanofibers. All graphs show mean ± SD of three independent experiments (n = 3). Dots represent **(A)** the average of each experiment **(D,F,G,I)** single cells. To all, two-way ANOVA with Uncorrected Fisher’s LSD analysis. ‘*’ indicates p value classification with comparisons indicated by lines above columns. *p < 0.05; **p < 0.01; ***; p < 0.001.

To evaluate the impact of inflammatory conditions and GPR17 modulation on OL morphology, we performed Sholl analysis on MBP-expressing cells (Figures 6C–I). Across conditions, Sholl profiles displayed a proximal peak followed by a progressive decline at increasing distances from the Soma. Relative to control cells, exposure to CTK-2 showed a trend toward reduced complexity in the peak/early-decay region but did not reach significance in this dataset when tested per radius (Figures 6E,F). Treatment with GAL yielded a Sholl profile comparable to, and modestly above, control over the peak region and intermediate distances, suggesting enhanced process elaboration within MBP-positive cells. Notably, combined CTK2+GAL treatment increased intersection counts relative to CTK-2 and to control cells across 25–55 µm (FDR-adjusted p < 0.05 across radii) (Figure 6F), consistent with enhanced process elaboration and/or stabilization in MBP-positive OLs under inflammatory challenge. Analysis of single-cell Sholl-derived metrics further indicated increased morphological complexity in CTK2+GAL treated cells, as reflected by higher AUC (Figure 6F) and peak intersection values (Figure 6G) compared with CTK-2, together with a redistribution of branching toward more distal regions.

To further assess OL myelination capacity and obtain insights on the sustained effect of GAL, we cultured differentiating OLs on synthetic nanofibers that mimic axonal substrates. Under these conditions, cells were exposed to CTK-2, GAL alone, or the CTK2+GAL combination and myelination was assessed after 7 days. CTK-2 treatment induced a trend towards reduction in the length of myelinated segments when compared with controls (p = 0.1182), indicating a trend toward impaired OL enwrapping. In contrast, GAL treatment significantly increased the length of myelinated segments compared to CTK-treated cells (Figures 6H,I), indicating that GAL preserves its pro-maturation effect over time and improves the ability of OLs to form myelin-like sheaths under inflammatory conditions.

### 3.4 Galinex elicits early pathway-level remodelling under inflammatory conditions

Although standard DEG filtering for CTK2+GAL vs. CTK-2 did not identify individual genes passing multiple-testing correction, we next performed a pathway-level exploratory analysis using GSEA (Supplementary Table S3), ranking the full expression matrix by the t-statistic for the CTK2+GAL vs. CTK-2 comparison. This approach revealed several significantly enriched KEGG pathways, indicating coordinated but modest transcriptional shifts that may not be captured by single-gene thresholds (Supplementary Figure S2A).

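In the deposited counts, 0 genes passed both thresholds in CTK2+GAL versus CTK-2, and the smallest adjusted p-value was 0.999911 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p-value under 0.05 was reached by 545 of 13348 genes, where 5% of the genes would be 667. No alternative called a gene, and the unadjusted count ran from 241 genes with DESeq2 to 896 with the fit over the 2 groups alone. On simulated counts with the dispersion of these libraries, the same test called 84.4% of the genes changed 2-fold and 95.9% of those changed 4-fold (175 of 194 together), with 3 calls among unchanged genes. Smaller changes of single genes were not simulated for these calls. The smallest unadjusted p-values of genes with a symbol were those of Rbpjl and Adam11. Rbpjl on chromosome 3 from 153134140 to 153146513 had 32.3 ± 4.37 CPM in CTK-2 and 24.3 ± 3.13 CPM in CTK2+GAL (SD, n = 3), a log2 fold change of -0.43 (standard error 0.11, unadjusted p = 0.00137 from edgeR's quasi-likelihood test). For Adam11 on chromosome 10 from 87724234 to 87741562, the log2 fold change was -0.31 (standard error 0.083).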

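KEGG sets were not available, so pre-ranked GSEA (fgsea) was run on all 13348 genes ranked by the signed root of the quasi-likelihood F, with 10 sets that had at least 8 tested genes. Of these, 9 were lists of gene families with a symbol, and the last was the 18 tested genes of the mitochondrial chromosome. None of the 10 sets passed an adjusted p-value of 0.05 in CTK2+GAL versus CTK-2, and 0 had an unadjusted p-value under 0.05. The largest score in size was 1.33, for the genes of the mitochondrial chromosome (permutation test, adjusted p = 0.541, Benjamini-Hochberg over 10 sets). In simulated counts with independent genes, the test called a set of 20 genes raised by a log2 fold change of 0.3 (adjusted p = 3.6e-16, permutation test over a pair of sets). It did not call a set of 20 unchanged genes (adjusted p = 0.341, same test). Both sets were drawn from genes above the median level and the raised genes were all raised alike. Smaller or uneven shifts, and sets of genes with low levels, were not simulated. Leaving out CTK-2 replicate 1 moved this score of the mitochondrial chromosome most, to -0.908, and leaving out CTK-2 replicate 2 gave 2.02. Over the alternatives the adjusted p of this set from the permutation test, camera or fry ran from 0.00124 to 0.947. Supplementary Table S3 holds the paper's own scores for 292 KEGG sets, of which 16 have an adjusted p-value under 0.05.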

Notably, multiple pathways showed strong negative enrichment, meaning that their member genes are preferentially associated with negative t-statistics and are therefore downregulated in CTK2+GAL compared with CTK-2 (Supplementary Figure S2B). 

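The leading edge of a set holds the genes that carry its score. The sets with a negative score in Supplementary Table S3 list 912 leading-edge genes, of which 143 have a symbol in the count tables. The lists of 5 of these sets are cut short in the table, so genes past the cut are missing here. In CTK2+GAL versus CTK-2, 138 of these 143 genes had a positive log2 fold change and 5 a negative one, with a median of 0.13. The sets with a positive score list 786 leading-edge genes, of which 203 have a symbol, and 0 of these had a positive log2 fold change, with a median of -0.14. Of all 1783 genes with a symbol, 819 had a positive log2 fold change. Over the 6 fits that each left out 1 library of the 2 groups, between 92.3% and 95.1% of the former genes and between 4.43% and 7.88% of the latter were higher in CTK2+GAL. Without replicate 3 of both groups, an alternative chosen after seeing the data, the shares were 88.1% and 9.85%. No single gene among them passed the adjusted threshold. The study chose these genes on the same libraries for the sign of their change, so their shared direction is not independent evidence of a shift.

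**Figure D3:**
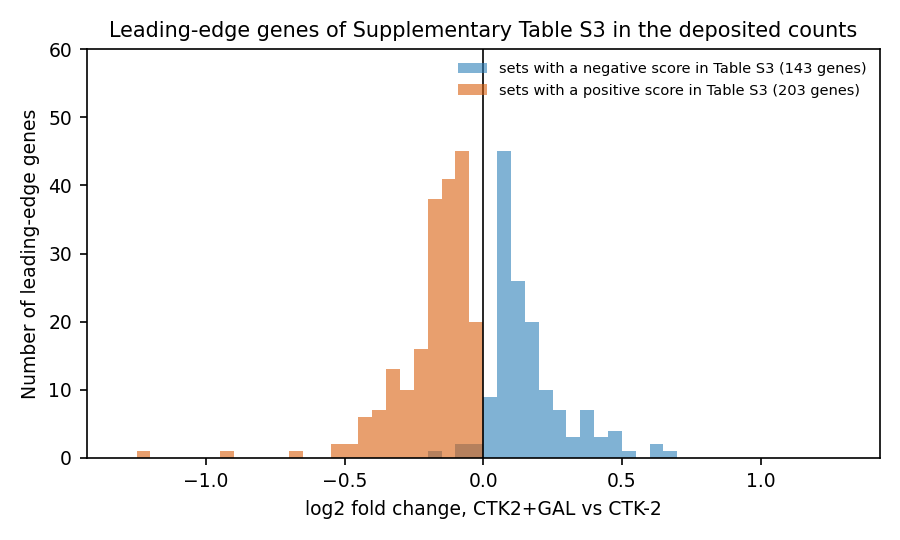
Number of leading-edge genes of Supplementary Table S3 by their log2 fold change in CTK2+GAL versus CTK-2 (bars of 0.05), for sets with a negative score (143 genes) and with a positive score (203 genes). The former lie between -0.17 and 0.70 and the latter between -1.21 and -0.0049.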

The most significant term was Ribosome (NES = −3.18, padj = 3.12 × 10^−21^), accompanied by mitochondrial/neurodegeneration-related gene sets including Parkinson’s disease (NES = −2.76, padj = 6.42 × 10^−13^) and Oxidative phosphorylation (NES = −2.62, padj = 4.59 × 10^−10^), as well as Huntington’s disease and Alzheimer’s disease. 

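No cytosolic ribosomal protein has a symbol in the count tables, because none is a DEG of the study, so the Ribosome set could not be examined. Of the nuclear-encoded genes of oxidative phosphorylation, Atp5f1b and Cox6c have a symbol. Atp5f1b, the beta subunit of ATP synthase on chromosome 7 from 515460 to 567273, had 689.6 ± 29.7 CPM in CTK-2 and 719 ± 26.4 CPM in CTK2+GAL (SD, n = 3). Its log2 fold change was 0.061 (standard error 0.059, unadjusted p = 0.319 from edgeR's quasi-likelihood test), and the libraries of the 2 groups overlapped. Its span overlaps 3 other genes on the same strand, and any pairs on shared exons were not counted. Cox6c, a cytochrome c oxidase subunit on chromosome 7 from 67111024 to 67141963, had 107 ± 11.5 and 114 ± 10.5 CPM (SD, n = 3), a log2 fold change of 0.091 (standard error 0.096). Both belong to the leading edges of Parkinson's disease and Oxidative phosphorylation in Supplementary Table S3. In the leading edge of Huntington's disease, 4 of 4 genes with a symbol had a positive log2 fold change, and in that of Alzheimer's disease 3 of 3. The lists of these 4 sets and of Ribosome are cut short in the table, so these counts are incomplete. They also only recover the shared sign by which leading-edge genes are chosen on these libraries.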

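Of the genes of protein handling, Psmf1, Psme1 and Psme2 of the proteasome have a symbol, as do Man1a2 and Pdia4 of the endoplasmic reticulum and Immp1l of protein export. Psmf1, which encodes a proteasome inhibitor on chromosome 3 from 140235373 to 140260546, had 74.3 ± 4.17 CPM in CTK-2 and 78.7 ± 1.62 CPM in CTK2+GAL (SD, n = 3). The log2 fold change was 0.080 (standard error 0.065, unadjusted p = 0.233 from edgeR's quasi-likelihood test). The proteasome activators Psme1 and Psme2, which CTK-2 had raised, had log2 fold changes of 0.064 (standard error 0.46) and 0.071 (standard error 0.34), and CTL replicate 3 was raised for both, which widens the variance of the model shared by all groups. For Pdia4, a disulfide isomerase gene on chromosome 4 from 76803198 to 76822107, it was 0.11 (standard error 0.065). Man1a2 had one of 0.097 (standard error 0.070) and Immp1l one of 0.15 (standard error 0.15). The spans of both overlap other genes on the same strand, and any pairs on shared exons were not counted. In the paper's leading edge for Protein processing in endoplasmic reticulum, 8 of 8 genes with a symbol had a positive log2 fold change. That shared sign follows from how leading edges are chosen on these libraries, so it is not evidence of a coordinated shift. Of the differences of the genes named in this paragraph, 0 had an unadjusted p-value under 0.05.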

In parallel, proteostasis-associated pathways such as Proteasome, Protein processing in endoplasmic reticulum, and Protein export were also negatively enriched, suggesting an early GAL-associated downshift of translation/mitochondrial and protein-handling programs in cytokine-treated oligodendrocytes. In contrast, Lysine degradation was the only significantly positively enriched pathway (NES = +1.91, padj = 0.0189), consistent with a selective relative increase of amino-acid catabolic gene expression in CTK2+GAL versus CTK-2 (Supplementary Figure S2B). 

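The leading edge of Lysine degradation in Supplementary Table S3 names 9 genes, of which 1 has a symbol. Kmt2a, a lysine methyltransferase gene on chromosome 8 from 45118814 to 45193181, had 387 ± 21.7 CPM in CTK-2 and 361 ± 15.6 CPM in CTK2+GAL (SD, n = 3), a log2 fold change of -0.10 (standard error 0.061, unadjusted p = 0.113 from edgeR's quasi-likelihood test). The 4 lysine catabolic enzymes with a symbol, Acat2, Ehhadh, Hadh and Tmlhe, had log2 fold changes between 0.010 and 0.067 in the same comparison, and 0 of them an unadjusted p-value under 0.05. These enzymes are not in that leading edge.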

Overall, these results support the idea that, at this early time point, GAL does not induce large changes at the single-gene level but is associated with coherent pathway-level remodelling in the context of inflammatory stimulation (Supplementary Figure S2B).

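The genes changed by the cytokines moved little when GAL was added. In CTK2+GAL versus CTK-2, the 1538 genes higher in CTK-2 had a median log2 fold change of -0.036, and the 773 lower genes one of 0.041. Both comparisons use the same CTK-2 libraries, which alone pulls such genes towards CTL. In 20 simulations of an unchanged CTK2+GAL group, the medians lay between -0.037 and -0.016 and between 0.035 and 0.055, ranges that include the measured values. These simulations called 2567 to 2669 DEGs in CTK-2 versus CTL, against 2311 in the data, so they do not match it in that number. The paper reasons that no single gene passes multiple-testing correction, that GSEA ranks of all genes nonetheless give sets with significant scores, and from these it proposes that GAL at this time point is associated with coherent remodelling of pathways without large changes in single genes.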

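GAL versus CTL also had 0 DEGs, and 574 genes with an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.674, that of Adam11, with a log2 fold change of -0.34 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 GAL libraries than in every CTL library. The number of genes past both thresholds changed only when no filter on low counts was applied, which gave 2. In the test on simulated counts of these groups, 85.0% of the genes changed 2-fold and 97.0% of those changed 4-fold were called (182 of 200 together), with 8 calls among unchanged genes, and smaller changes were not simulated for GAL versus CTL. The interaction of cytokines and GAL, which asks whether the effect of GAL differs between cytokine-treated and control cultures, had 0 genes past the thresholds and 376 at an unadjusted p-value under 0.05. After removal of the group means, the CTL and GAL libraries of the same replicate number were correlated across genes, with 0.258 for replicate 1, 0.260 for replicate 2 and 0.596 for replicate 3. With pair effects for these libraries, an alternative chosen after seeing the data, 0 genes passed both thresholds and 804 had an unadjusted p-value under 0.05. Col16a1 and Adam11, named here after their values were seen, passed the adjusted p-value alone. After CTL and GAL were exchanged within 1 pair, between 2 and 19 genes did so.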

GAL-alone treatment was also evaluated compared to untreated cells. GSEA analysis showed that GAL alone was transcriptionally active, modulating pathways partially overlapping with those observed in the CTK2+GAL vs. CTK-2 comparison, including ribosome, proteasome, oxidative phosphorylation, and protein processing in the endoplasmic reticulum. 

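Of the ranked sets, only cholesterol biosynthesis passed an adjusted p-value of 0.05 in GAL versus CTL, with a score of 1.82 (permutation test, adjusted p = 0.0163, Benjamini-Hochberg over 10 sets). Of its 18 genes, 16 had a positive log2 fold change, between -0.051 and 0.15, and 0 had an unadjusted p-value under 0.05. The score was 1.17 (permutation test, adjusted p = 0.381) without CTL replicate 3, and over the alternatives the adjusted p ran from 9.4e-05 to 0.995. Neither camera, with a preset or an estimated correlation between genes, nor the rotation test fry called the set. The mitochondrial chromosome had a score of 1.08 (permutation test, adjusted p = 0.598), which reversed to -2.15 (permutation test, adjusted p = 7.4e-04) when replicate 3 of both groups was left out. Over all settings its adjusted p ran from 7.4e-04 to 0.995. No cytosolic ribosomal protein has a symbol in the counts. Among genes of the proteasome and the endoplasmic reticulum, 0 of 5 with a symbol had an unadjusted p-value under 0.05.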

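Of the phosphatidylinositol signalling genes, 12 have a symbol, and 3 of them had a positive log2 fold change in GAL versus CTL. The set's score was 0.84 (permutation test, adjusted p = 0.753, Benjamini-Hochberg over 10 sets). Of the phospholipase D signalling genes, 15 have a symbol, and 2 of them had a positive log2 fold change. That set scored -1.67 (permutation test, adjusted p = 0.0788). In each list 1 gene had an unadjusted p-value under 0.05, and 0 passed when adjusted over the list alone. The study chose the members with a symbol by their response to the cytokines in these libraries, so the lists hold a part of each pathway only. Plce1, a phospholipase C gene on chromosome 1 from 236244683 to 236551438, had 30.5 ± 1.30 CPM in CTL and 32.0 ± 1.19 CPM in GAL (SD, n = 3), a log2 fold change of 0.075 (standard error 0.077, unadjusted p = 0.408 from edgeR's quasi-likelihood test). Pld1, the gene of phospholipase D1 on chromosome 2 from 110893608 to 111047692, had 183 ± 33.4 and 184 ± 19.3 CPM (SD, n = 3), a log2 fold change of -0.0022 (standard error 0.10).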

GAL alone also positively enriched phosphatidylinositol and phospholipase D signalling pathways, consistent with engagement of receptor-associated signalling (Supplementary Figure S3). These data support the view that GAL is biologically active under control conditions, although its functional pro-maturation effect did not emerge in a more physiological context.

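The genes with a symbol and the smallest unadjusted p-values in GAL versus CTL were Adam11 and Tle2. Adam11, which encodes a metallopeptidase-like protein, had 132 ± 10.9 CPM in CTL and 105 ± 4.39 CPM in GAL (SD, n = 3). Tle2, a transcriptional corepressor gene on chromosome 7 from 8119053 to 8134306, had 13.7 ± 2.91 and 8.85 ± 1.19 CPM (SD, n = 3), a log2 fold change of -0.69 (standard error 0.17, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 GAL libraries than in every CTL library). From the GSEA scores of GAL alone, the paper reasons that GAL is transcriptionally active under control conditions, while no pro-maturation effect was seen there.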

## 4 Discussion

Chronic neuroinflammation represents a major barrier to effective remyelination in several neurodegenerative disorders, shaping the balance between tissue repair and progressive degeneration (Klotz et al., 2023; Abdelhak et al., 2025). While immunomodulatory therapies have substantially improved disease control, they fail to directly restore myelin integrity, particularly in contexts of persistent, low-grade inflammation (Klotz et al., 2023) and despite somewhat changing disease progression, they do not promote functional recovery. Increasing evidence indicates that in neurological disorders, where inflammation strongly contributes to neurodegeneration, OL lineage cells are not merely passive targets of inflammatory damage but actively respond to inflammatory cues by adopting altered transcriptional and functional states that can compromise their differentiation and myelinating capacity (Boccazzi et al., 2022; Festa et al., 2025). In this context, defining how non-cytotoxic inflammatory stimuli alter oligodendrocyte differentiation programs is essential to understand remyelination failure and to identify strategies to restore myelin-forming competences.

Despite previous studies have investigated the effects of pro-inflammatory cytokines on maturation and myelination of isolated OLs or OPCs, most of them have relied on single cytokines often used at supraphysiological concentrations that can be overtly toxic, and may not capture the sublethal inflammatory environment in which OPCs are still present but fail to differentiate and remyelinate (Bonora et al., 2014; De Nuccio et al., 2015; Desu et al., 2021). To overcome these limitations, we established and characterized an *in vitro* model of inflammation-induced oligodendrocyte differentiation impairment by using pro-inflammatory cytokines (TNF-α, IL-1β, and IFN-γ) commonly upregulated in neuroinflammatory disease (Rossi et al., 2014; Kallaur et al., 2017; Shen et al., 2019). Our results demonstrate that exposure to a pro-inflammatory cytokine cocktail, at an optimized concentration of 2 ng/mL, elicits a robust inflammatory response, evidenced by the upregulation of chemokines Ccl2, Ccl5, and Cxcl10, without compromising cell viability, thereby avoiding the cytotoxicity observed at higher dosages (6 and 20 ng/mL). The robust upregulation of these mediators is consistent with previous findings obtained with higher concentrations of cytokines (Desu et al., 2021), suggesting that OPCs are highly sensitive to inflammation. Crucially, this specific inflammatory milieu was associated to a distinct maturation arrest: while we observed a significant reduction in mature MBP-positive oligodendrocytes, the population of BCAS1-positive pre-myelinating cells remained unaffected. This phenotype, further corroborated by the sustained expression of the immature markers Gpr17 and Cspg4, suggests that the inflammatory stimulus halts the differentiation program specifically at the transition from the pre-myelinating to the myelinating stage, rather than by depleting the early progenitor pool.

At transcriptomic level, our analysis revealed that CTK-2 induced a transcriptional program in OLs that shows substantial convergence with the disease-associated oligodendrocyte (DAO) states previously identified across human and mouse models (Pandey et al., 2022) (Figure 5). In particular, as expected, CTK treatment recapitulates key features of the pro-inflammatory “DA1” program, including robust induction of cytokine-mediated signalling, chemokines, Toll-like receptors, and antigen-presentation-related transcripts (Figures 5F, 2F–H), indicating a shift toward an immunogenic phenotype. In parallel, the upregulation of stress-response genes such as Tp53 and Rras aligns with characteristics of the “DA2” state, indicating that CTK-2 exposure engages both inflammatory and stress-associated transcriptional modules. Consistent with this overlap, several hallmark DA1/DA2 genes (including C4b, Serpina3n, and Cdkn1a) were also induced by CTK-2 (Figures 5C–E). PPI network analysis further confirms that CTK-induced immune-related genes are organized into a coherent and highly interconnected module encompassing cytokine signalling, stress-associated pathways, and antigen processing and presentation (Figures 3, 4). The inclusion of RT1 family members within this network supports the engagement of immune surveillance–associated machinery in CTK-treated oligodendrocytes. Collectively, these findings support the hypothesis that CTK-2 treatment recapitulates transcriptional states that parallel maladaptive responses observed across neurodegenerative conditions and strongly validates our *in vitro* model for assaying both inflammatory stimuli and the ability of pharmacological agents to contrast their deleterious effects on neurodegeneration.

Beyond immune reprogramming, our transcriptomic data indicate that our model is characterized by a coordinated suppression of lipid anabolic and bioenergetic programs that are essential for oligodendrocyte maturation and myelin maintenance (Figure 3). Oligodendrocytes are uniquely dependent on lipid synthesis, particularly cholesterol, fatty acids, and sphingolipids, for membrane elaboration and myelin sheath assembly, and disruptions in these pathways have been implicated in demyelinating disease and impaired remyelination capacity (Marangon et al., 2022; Marangon et al., 2020). Accordingly, the broad downregulation of genes encoding rate-limiting enzymes of fatty acid and cholesterol synthesis in our CTK model mirrors the inflammation-induced lipid metabolic dysfunction found in all DAO clusters (Pandey et al., 2022). 

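Of the list of TCA cycle genes, Fh, Idh1 and Idh3a have a symbol, and all 3 were lower in CTK-2 than in CTL. Idh1 acts outside the mitochondria, so only Fh and Idh3a are enzymes of the cycle itself. Idh1 on chromosome 9 from 66534146 to 66563708 encodes the NADP-dependent isocitrate dehydrogenase outside the mitochondria and fell from 256 ± 9.54 to 152 ± 10.4 CPM (SD, n = 3). The log2 fold change was -0.75 (standard error 0.070, adjusted p = 8.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 CTK-2 libraries than in every CTL library). Fh, the fumarate hydratase gene on chromosome 13 from 87524337 to 87550266, had a log2 fold change of -0.70 (standard error 0.11). Idh3a, on chromosome 8 from 54971740 to 54991084, had one of -0.62 (standard error 0.065), which was -0.58 without CTL replicate 1 and then fell short of the threshold of 0.59 in size. The set of 18 genes of the mitochondrial chromosome had a score of -0.77 in CTK-2 versus CTL (permutation test, p = 0.777, the only set tested) and of 0.794 without CTL replicate 2.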

At the network level, the suppression of TCA cycle and amino-acid metabolic modules suggests that CTK-2 triggers a broader metabolic reprogramming beyond canonical lipid biosynthesis. This finding is consistent with the notion that, during differentiation, oligodendrocyte metabolic states are finely reprogrammed to support biosynthesis, redox balance, and interactions with axonal metabolism, such that perturbations in these pathways may compromise not only myelin production but also cellular resilience under stress (Han and Cheng, 2025; Narine et al., 2022). These data are consistent with previous results demonstrating that, after reaching the O4 differentiation stage, rewiring of OL metabolism to address terminal maturation is driven by the downregulation of the GPR17 receptor, whose inappropriate prolonged overexpression under inflammatory conditions is indeed responsible for OL maturation block and impaired myelination (see also below). Altered inflammation-driven metabolic reprogramming of oligodendrocytes provides a mechanistic framework to interpret remyelination failure in smouldering neuroinflammatory contexts.

Up to date, several drugs have been used to stabilize and prevent worsening of neurodegenerative diseases, including monoclonal antibodies and immunomodulatory drugs. In this clinical context, these so-called disease-modifying drugs are able to reduce the frequency and severity of relapses and slow down the progression of the disease (Dobson and Giovannoni, 2019; Rafii and Aisen, 2025). However, no current therapies were shown to restore remyelination and rescue from neurodegeneration, partially due to the fact that none specifically targets OLs (Klotz et al., 2023). This represents a critical therapeutic gap, since, in the adult CNS, oligodendrocytes do retain the intrinsic potential to mature and remyelinate, a capacity that is strongly hampered by the non-permissive inflammatory environment (Coppolino et al., 2018; Starost et al., 2020; Mozafari et al., 2020). In this context, we focused on GPR17, a receptor essential for OL maturation that is known to become dysregulated under pathological conditions (Lecca et al., 2020). In our model, we observed an upregulation of GPR17 gene expression following inflammatory stimulation (Figure 1K). This aligns with previous evidence of aberrant GPR17 accumulation across various CNS disorders characterized by inflammation such as traumatic brain injury (Boda et al., 2011), stroke (Gelosa et al., 2019), neurodegeneration (Bonfanti et al., 2020), or demyelinating models (Coppolino et al., 2018; Ch et al., 2009; Seyedsadr and Ineichen, 2017). This dysregulation is also observed in MS and stroke human brains, where GPR17-positive cells accumulate at the borders of lesions and, most importantly, in the inflamed still normal-appearing tissue, suggesting that prompt GPR17-based interventions may help maintaining myelin integrity (Angelini et al., 2021; Raffaele et al., 2025). Therefore, targeting GPR17 signalling represents a strategy to overcome inflammation-induced maturation arrest and promote remyelination.

To pursue this therapeutic avenue, we investigated the effects of galinex (GAL), a selective GPR17 agonist (Parravicini et al., 2020). While previous work demonstrated its efficacy in delaying disease symptoms in the *in vivo* experimental autoimmune encephalomyelitis (EAE) mouse model, the specific cellular mechanisms exerted by GAL on OLs under inflammatory conditions remained to be further elucidated in a more controlled environment.

We first observed that GAL induced a morphological recovery of inflammation-exposed differentiating OLs. Transition from a precursor state to a myelinating phenotype requires profound cytoskeletal rearrangement, since OLs must extend and ramify their processes to become competent for myelination (Osanai et al., 2022; Shimizu et al., 2018). In our culture system, the pro-inflammatory CTK-2 cocktail significantly impaired this arborization, as shown by a reduction in the number of cell branches (Figure 2I), indicating that inflammation locks OLs into a simplified, retracted state. Notably, GAL treatment not only increased the number of MBP-positive cells (Figures 6A,B), as expected for a promyelinating agent, but robustly rescued their morphological complexity, promoting the “arborized phenotype” necessary for functional maturation. To analyse in detail if the observed morphological rescue translated into functional wrapping capacity, we utilized a nanofiber assay. By plating OLs onto synthetic nanofibers, we provided a physical substrate mimicking axons (Baydyuk et al., 2020; Duncan et al., 2021) while maintaining a purely OL-intrinsic environment. We observed that GAL treatment restores the length of myelinated segments on the nanofibers (Figures 6H,I). Altogether, these results indicate that the GPR17 agonist does not only restore the structural complexity of OLs, but also supports their functional ability to synthesize and wrap myelin around a target, even in the presence of inflammatory cytokines, suggesting that its pro-differentiative effect can persist long enough to influence later stages of OL maturation.

As mentioned, the observation that a GPR17 agonist restores proper OL maturation may appear counterintuitive, as physiological GPR17 expression typically restrains their differentiation to allow cells to prepare to functional maturation and coordinate myelination timing. We have previously demonstrated that endogenous GPR17 agonists can promote maturation in specific *in vitro* contexts (Fumagalli et al., 2011; Coppi et al., 2013). More importantly, we have shown that sustained activation of GPR17 by agonists leads to rapid receptor desensitization and subsequent internalization (Fratangeli et al., 2013; Daniele et al., 2014; Fumagalli et al., 2015; Daniele et al., 2011). Consequently, we propose that in our experimental setting, GAL may act as a “functional” antagonist. By inducing receptor internalization and downregulation directly at the oligodendrocyte membrane, GAL could mitigate the differentiation arrest, allowing cells to progress toward a mature, myelinating phenotype despite the presence of inflammatory cytokines.

Building on these functional observations, we asked whether GAL co-treatment also reshapes the transcriptional programs suppressed by CTK. Because GAL-associated effects were modest at individual-gene level at the observed time of 24 h, we adopted a pathway-level strategy and performed GSEA on ranked gene lists, which is able to detect coordinated shifts distributed across several genes. The GSEA profile of the CTK2+GAL vs. CTK-2 comparison showed negative enrichment across several KEGG pathways (Supplementary Figure S2). In particular, pathways related to ribosomal/translation machinery and mitochondrial respiration emerged as the most affected. Alongside these mitochondrial and translational programs, CTK2+GAL co-treatment was also associated with reduced enrichment of proteostasis-related pathways, including proteasome function and ER-associated protein processing/export, pointing to an early adjustment of protein synthesis and handling under inflammatory stress. Mechanistically, these pathway-level signatures fit with the broader concept that modulation of GPR17 signalling affects the metabolic state of oligodendrocytes during differentiation, with changes that likely precede the morphological and functional features associated with OL maturation. We have previously demonstrated that, in differentiating OLs, GPR17 silencing by a biotechnological approach promoted OL differentiation alongside a progressive metabolic rewiring characterized by an increase in Krebs cycle metabolites and reduction in glucose and lactate, followed by shifts in several lipid classes (free fatty acids, ceramides, acyl-alkyl-phosphatidylcholine, and phosphatidylinositol) (Marangon et al., 2022). Transcriptomics analysis in the same study also indicated that GPR17 silencing increased the expression of LXRα nuclear lipid receptor and its target genes, which suggests that suppressing GPR17 signalling reorganizes energy utilization and lipid handling in a manner permissive for maturation, reflecting distinct temporal windows and manners of GPR17 modulation, rather than opposing biological outcomes (Marangon et al., 2022).

To our knowledge, this study provides the first evidence that agonist-based GPR17 modulation can foster OPC differentiation under inflammatory conditions; however, several limitations should be acknowledged. Our study is based on an *in vitro* approach designed to characterize oligodendroglial responses to defined subtoxic inflammatory stress. This reductionist system does not recapitulate the full cellular and temporal complexity of the *in vivo* neuroinflammatory environment, where microglia, astrocytes, peripheral immune cells and chronic lesion dynamics actively shape demyelination and repair. However, it allowed us to directly assess the effect of cytokine exposure on oligodendrocyte maturation and to test whether GPR17 pharmacological modulation acts on oligodendroglial cells under inflammatory stress. Furthermore, our experiments focus on early time points (24–48 h), so the transcriptional and morphological changes we report reflect acute responses and may not predict longer-term outcomes. Finally, although previous works support agonist-induced GPR17 desensitization/internalization, receptor trafficking was not directly tested here. Future work should test longer treatment windows to resolve delayed transcriptional programs, include orthogonal assays of receptor dynamics, and evaluate GPR17 modulation in more complex inflammatory models.

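The response to the cytokines was nearly the same with and without GAL. In CTK2+GAL versus CTL, 2242 genes were DEGs, 1493 higher and 749 lower, with 1332 of the higher and 598 of the lower ones shared with CTK-2 versus CTL. Of the DEGs higher in CTK-2, 86.6% were also higher in CTK2+GAL versus CTL, where 20 simulations of an unchanged CTK2+GAL group gave 86.4% to 88.7%. For the DEGs lower in CTK-2 the share was 77.4%, against 76.8% to 80.8% in the simulations. All 25 interferon-stimulated genes, all 9 chemokines, all 17 NF-κB and TNF pathway genes and all 11 RT1 genes with a symbol were DEGs in the same direction in CTK2+GAL versus CTL. Other lists were called in part: 12 of 13 JAK-STAT genes, 11 of 12 fatty acid genes, 13 of 15 phospholipase D genes, 10 of 12 phosphatidylinositol genes, 3 of 7 mitosis genes, 2 of 3 TCA cycle genes, 1 of 2 oxidative phosphorylation genes, 1 of 2 lysine methyltransferases, 0 of 2 endoplasmic reticulum genes and 0 of 1 protein export genes. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of 0.975. The 20 simulations of an unchanged CTK2+GAL group gave 0.970 to 0.974, all below it, so they do not match the data in this measure. They also called more DEGs in CTK-2 versus CTL, from 2567 to 2669 against 2311 in the data. The simulated shares above are therefore shares of larger gene sets. A shared CTL group alone gave 0.482 in a simulation without any effect, with 0 shared DEGs.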

Globally, our results suggest that the pro-maturation effect of GAL is unlikely to depend on a broad suppression of the inflammatory transcriptional response. 

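For the maturation genes, no change with GAL was detected at this depth. In CTK2+GAL versus CTK-2, the 7 myelin and late oligodendrocyte genes with a symbol had log2 fold changes between -0.018 and 0.34, with 5 of them positive. None had an unadjusted p-value under 0.05, and 0 passed when adjusted over the list alone, which is not independent evidence since the study chose these genes on the same libraries. Tspan2 had 157 ± 7.92 CPM in CTK2+GAL (SD, n = 3), a log2 fold change from CTK-2 of 0.036 (standard error 0.070, unadjusted p = 0.616 from edgeR's quasi-likelihood test). All 7 genes stayed lower in CTK2+GAL than in CTL and were DEGs in that comparison. Mbp, Gpr17, Bcas1 and Cnp carry no symbol in the counts and could not be examined.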

Rather, GAL appears to promote OL maturation-associated programs despite the persistence of an inflammatory state. This point is particularly relevant because pharmacological modulators specifically targeting oligodendrocytes are still missing. *In vivo*, such an approach would likely complement, rather than replace, immunomodulatory or disease-modifying therapies aimed at controlling neuroinflammation.

## Data Availability

The data presented in the study are deposited in the GEO profile repository, accession number GSE331058.

# Supplementary material for: The GPR17 agonist galinex restores oligodendrocyte maturation under inflammatory conditions
**Source:** Front Pharmacol. 2026 Jun 5;17:1838997. doi: 10.3389/fphar.2026.1838997
**Supplement:** Supplementary file 3

***Supplementary Material***

**Supplementary table 1. List of primer pairs used for qRT-PCR.**

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| Ccl-2 | TGCTGCTACTCATTCACTGGC | TGATCCCAATGAGTCGGCTG |
| Ccl-5 | CTCATTCCTGGGAGGGCATA | TGTACAGAGCCTGTGAAGAGC |
| Cxcl-10 | TGCAAGTCTATCCTGTCCGC | CTCTGCTGTCCATCGGTCTC |
| Cdkn1 | TGTCCGACCTGTTCCACACA | CGTCTCAGTGGCGAAGTCAA |
| Serpina3n | ACAACACACCAGGGAAGTGG | CACAAGGCGGCGGGTCATCTTCT |
| C4b | GCCCTGGGTAAAGTGAATAC | TCTGCTTCCTCCATCTCTC |
| Cnp | CCAACAGGATGTGGTGAGGA | GATGAGGGCTTGTCCAGGTC |
| Cspg4 | TGTTCTCACACAGAGGAGCC | GGCCACCACTCGGAAGAAAT |
| Gpr17 | ACAATGCCTCCCTGGCTTAC | CAGAGCGTTGCCCACAAAAG |
| Mbp | CTTCCTCCCAAGGCACAGAG | GTGTGTGAGTCCTTGCCAGA |
| Rpl13a | TCCGAAGAAGGGAGACAGTT | CTTCTCCTCTTCCGTGGATGG |

How the deposited data were processed for this re-analysis (not part of the article)

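RNA was measured by sequencing in 12 libraries of primary rat OPC cultures, 3 for each of the groups CTL, GAL, CTK-2 and CTK2+GAL. The count values were deposited as whole read pairs for each gene, neither normalized nor filtered. The authors state FastQC and STAR for the steps before counting, and per the file headers the counts were made with featureCounts 2.0.0 on the Ensembl annotation of mRatBN7.2, with reversely stranded pairs, both ends mapped, and pairs that mapped or overlapped more than once left out. The filters and the log scale of the paper's methods are not in the deposited counts.

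The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes with a mean count of at least 5 over the 12 libraries were kept, normalized by TMM and fitted by the quasi-likelihood model with 1 mean for each group. The contrasts were CTK-2 versus CTL, CTK2+GAL versus CTK-2, GAL versus CTL, CTK2+GAL versus CTL and the interaction of cytokines and GAL. P-values were adjusted by Benjamini-Hochberg over all tested genes, and a DEG had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.59. edgeR gives no standard error, so the absolute log2 fold change divided by the square root of the F statistic is given as one. A fold change against libraries without counts is given as a lower bound at 3 counts, and with 1 to 3 counts as a ratio with its 95% counting interval.

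Symbols came from a numeric match of Supplementary Table S2 to the counts, since the files hold Ensembl identifiers without symbols. The match was tested on the 893 table entries not used to fit the library factors, of which 892 found the same gene. Of 1766 matched pairs with a chromosome in both annotations, 99.9% were on the same chromosome, against 5.83% after shuffling. With the sign of the fold change turned, 0 entries matched.

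The genes named in the text follow a rule, and the text describes a part of the genes that the rule gives. The rule takes those named by the paper, the 10 largest increases and the 10 largest decreases in CTK-2 versus CTL among DEGs without overlap of libraries, up to 3 members of each list with the smallest adjusted p, the 5 smallest p-values of each GAL comparison and of the interaction, and the leading-edge genes of Lysine degradation. The lists cover cholesterol, fatty acid, myelin, mitosis, TCA cycle, chemokine, interferon, MHC, NF-κB, JAK-STAT, phosphatidylinositol, phospholipase D, oxidative phosphorylation, proteasome, endoplasmic reticulum, protein export and lysine genes, and markers of microglia and oligodendrocyte precursors. Pre-ranked GSEA used the signed root of the F statistic, sets of at least 8 tested genes and a fixed seed.

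The calls were tested on simulated data with the dispersion of these libraries, where edgeR called 80.8% of the genes changed 2-fold and 93.0% of those changed 4-fold in the simulated CTK-2 versus CTL comparison, with 4 calls among unchanged genes and 0 in the wrong direction. The alternatives were DESeq2, its size factors in the edgeR model, total counts, no filter on low counts, edgeR's filterByExpr, removal of the 15% of genes with the lowest interquartile range, a replicate block, pairs of CTL and GAL libraries, models of 2 groups only, no fold change threshold and each replicate left out in turn. For gene sets they were the DESeq2 statistic, camera, fry and a correction for gene length. Results of imaging, of quantitative PCR and of the comparison with a published disease signature were left out, because their data are not among the deposited counts.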

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

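The test reported here, whether DESeq2 calls the same genes, was set before its result was seen.

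The paper does not report 563 of the DEGs of CTK-2 versus CTL, which lie outside Supplementary Table S2, and they were singled out as a signal in genes that the paper did not discuss. Of these, 376 were higher and 187 lower in CTK-2. In 364 of them every CTK-2 library was above every CTL library. The median CPM in CTK-2 was 4.55, and 188 genes had at least 10 CPM. Without a symbol, most cannot be interpreted. The largest increases were those of ENSRNOG00000000767, at least 588-fold higher, and ENSRNOG00000065742, at least 303-fold higher, both with 0 counts in CTL.

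A choice of test as the whole cause is argued against, since DESeq2 on the same genes called 385 of the 563, or 68.4%. The interquartile range filter kept all 563. The adjusted p-values in Supplementary Table S2 imply that the study tested about 9604 genes, against 13348 here and 11345 after that filter, so further filters may have removed a share of the 563. Which genes the study tested is not available, so this stays open, as does the removal of features without annotation. The cytokine exposure of the design stays open as a biological explanation, as does a share of each cause.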

How the results depend on the processing

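The alternatives without replicate 3 of both groups, the pairing of CTL and GAL libraries, the ranking of genes with a symbol only, the set of the mitochondrial chromosome, the shares of leading-edge genes and the correlation with gene length were chosen after seeing the data.

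The number of DEGs kept within 1.5 times its value in CTK-2 versus CTL and in CTK2+GAL versus CTL under every alternative except the removal of the fold change threshold. That gave 5213 genes (2642 higher and 2571 lower) in CTK-2 versus CTL and 5028 (2589 higher and 2439 lower) in CTK2+GAL versus CTL, by its construction. Across the 6 fits that each left out 1 replicate, the number ran from 2117 to 2515 in CTK-2 versus CTL and from 2068 to 2426 in CTK2+GAL versus CTL. DESeq2 gave 2104 in CTK-2 versus CTL, and 37 genes had no adjusted p there. With total counts the median log2 fold change of all genes was 0.034 (0.00069 in the main fit), and the share of DEGs higher in CTK-2 was 70.1% (66.6% in the main fit). The model with the replicate number as a block gave 2320.

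CTK2+GAL versus CTK-2 had 0 DEGs under all alternatives, with 241 genes (DESeq2) to 896 genes (2 groups only) at an unadjusted p under 0.05. Without a filter on low counts, GAL versus CTL had 2 genes past the threshold and the interaction had 4, and under all other alternatives both had 0. With CTL and GAL paired by replicate number, GAL versus CTL and the interaction also had 0. The cause was not tested.

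Of the 94 named genes of CTK-2 versus CTL, each kept its direction. Past the threshold, 10 calls were lost over all alternatives, 8 of them with a replicate left out and 2 with total counts. Atp5f1b and Immp1l had a log2 fold change of -0.58 with total counts. DESeq2 gave no adjusted p for Psme1, RT1-N2 and RT1-S3.

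In the gene set tests, the score of the mitochondrial chromosome changed sign. In CTK-2 versus CTL it was -0.77, ran from -1.30 to 0.794 (without CTL replicate 2) across the fits that each left out 1 replicate, and was 0.6004 with the replicate block and the gene length correction together. In CTK2+GAL versus CTK-2 the 2 groups alone gave 1.85, and the fits that left out 1 replicate ran from -0.908 (without CTK-2 replicate 1) to 2.02 (without CTK-2 replicate 2). The number of sets past an adjusted p of 0.05 there was 1 with the 2 groups alone, and from 0 to 1 with a replicate left out. In GAL versus CTL the score ran from -1.28 (without GAL replicate 3) to 1.97 (without GAL replicate 1), with -0.873 without CTL replicate 1 and -0.934 without CTL replicate 3. It was -2.15 without replicate 3 of both groups. The number of sets past the threshold in GAL versus CTL was 2 with the DESeq2 statistic, 0 with camera at a preset correlation, 0 with camera at an estimated one, 0 with fry, 3 without replicate 3, and from 1 (without GAL replicate 2) to 5 (without CTL replicate 2) with 1 replicate left out. The adjusted p of cholesterol biosynthesis in GAL versus CTL was 0.0812 with camera at the preset correlation, 0.984 at the estimated one and 0.995 with fry, and its score ran from 1.17 (without CTL replicate 3) to 2.17 with 1 replicate left out. The cause was not tested.

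The Spearman correlation of the ranking with gene length in GAL versus CTL was -0.0854. It ran from -0.210 (without CTL replicate 2) to 0.0165 (without CTL replicate 3) with 1 replicate left out, and was 0.0178 without replicate 3 of both groups. For CTK2+GAL versus CTK-2 it was -0.173, from -0.257 to -0.0666 with 1 replicate left out, and -0.0105 without replicate 3 of both groups. The median change with GAL of the genes higher in CTK-2 stayed negative, from -0.051 to -0.021, and that of the genes lower in CTK-2 stayed positive, from 0.025 to 0.057, with 1 replicate left out.

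A correction for GC content was not run, because no genome sequence was used here. Sets of cytosolic ribosomal proteins and of mitochondrially encoded subunits by symbol gave no value, because no such gene has a symbol, and lists with fewer than 8 tested genes were not run as sets. Set tests in CTK-2 versus CTL other than the mitochondrial chromosome were not run, because the study chose the genes with a symbol in that comparison. The depth of the libraries limits changes in genes with few counts, such as the mitosis genes.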

Differences from the paper's values

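No value that the paper states for a measure computed here differed by the criterion of 1.5 times or by more than the larger error. The log2 fold changes of 90 named genes lay at most 0.522 from those of Supplementary Table S2, with a median difference of 0.0211. Genes were matched to that table by their fold changes, so this closeness is not independent evidence. The paper's 1786 DEGs compare with 2311.

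Some statements of direction differ. The paper states that genes of the sets with a negative score are lower in CTK2+GAL than in CTK-2. In the deposited counts, 138 of the 143 genes with a symbol in the leading edges of such sets, of which 5 are cut short in the table, were higher in CTK2+GAL, and of the 203 of sets with a positive score 0 were. None of the alternatives turned this, and none of the single genes passed the threshold.

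The paper names Lysine degradation as the sole set with a significant positive score. Its Supplementary Table S3 lists 3 such sets, with Transcriptional misregulation in cancer and ABC transporters beside it.

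The paper names Fasn and Serpina1 among its DEGs. Neither symbol is in Supplementary Table S2, so the 2 genes could not be found in the counts.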

Other observations

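The tests on CTL replicate 3 and GAL replicate 3, on short genes without replicate 3, and the splits for the correlation with gene length were chosen only after the result was seen.

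CTL replicate 3 and GAL replicate 3 lay partway to the cytokine-treated libraries. On the first principal component, with 76.5% of the variance, CTL lay at -58.6, -60.0 and -23.8, GAL at -62.9, -60.6 and -28.2, and the cytokine-treated libraries between 48.0 and 49.8. The median level of 191 genes induced by the cytokines was 14.1% of the CTK-2 level in CTL replicate 3 and 14.1% in GAL replicate 3, and 2.73% to 3.09% in the other CTL and GAL libraries. Of the genes at least 2-fold above the other CTL and GAL libraries in both, all 100 were DEGs higher in CTK-2 and 0 were not, which argues against RNA from other cells whose transcripts cytokines do not raise. RNA or reads from cytokine-treated samples would raise each gene to about the same share. Of 63 genes silent in the other libraries, the shares in CTL replicate 3 ran from 0% to 29.6% (B2m 25.4%, Cxcl10 0.349%), and for 46 genes the counting limits left out the median of 4.60%, which argues against such a mixture as the whole cause. Labels swapped between groups are argued against, because the lowest cytokine-treated library on the first component lay at 48.0 and none among the CTL libraries. Exposure to interferon without the other cytokines may account for the pattern, but it cannot be told apart from a weaker exposure to all of them. NF-κB and TNF pathway genes rose by a median of 2.82 points of the CTK-2 level in CTL replicate 3, against 4.67 for interferon-stimulated genes and 12.8 for MHC class I genes, and no limit separates these values. Chemokines rose by 0.725 points there and by 0 in GAL replicate 3. CTL replicate 3 was above the other CTL libraries in 23 of 25 interferon-stimulated genes, 10 of 10 class I genes, 10 of 17 NF-κB and TNF pathway genes and 5 of 9 chemokines. Nfkbia had 13.5 CPM in it, against 17.4 and 13.9 in the others. These values do not decide between the 2 exposures, since the NF-κB and TNF pathway genes rose too, by less. A biological difference between the cultures stays open as untested.

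Short genes were higher with GAL in the fits of all libraries. The Spearman correlation of the ranking with gene length was -0.173 in CTK2+GAL versus CTK-2 and -0.0854 in GAL versus CTL. Without replicate 3 of both groups it was -0.0105 and 0.0178. The trend may therefore come from a difference between the replicate 3 libraries. Between libraries of the same number, the correlation was 0.0054, -0.021 and -0.230 for CTK2+GAL minus CTK-2. For GAL minus CTL it was 1.4e-06, 0.0719 and -0.166, so replicate 1 showed no trend there and replicate 2 the opposite one. Of the 10 splits of the 6 libraries, 5 gave a correlation as large in CTK2+GAL versus CTK-2 and 7 in GAL versus CTL.

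The leading-edge genes of Supplementary Table S3 went against the signs of their sets in the counts, and an opposite sign of the comparison in the table could account for this, since 96.5% of the genes of sets with a negative score were higher in CTK2+GAL than in CTK-2. With the comparison as the paper states it, leading-edge genes of sets with a negative score would be mostly lower in CTK2+GAL. Those of sets with a positive score would be mostly higher, but 0 of the 203 with a symbol were. These values argue against the stated sign for the genes with a symbol. The ranking values of the paper are not available to check the other genes. Gene length bias as a cause of the scores of ribosomal and oxidative phosphorylation genes cannot be told apart, since only 1 gene with a symbol matched the pattern for cytosolic ribosomal proteins, the kinase gene Rps6kl1.

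Other splits of the libraries were compared with the real one. Of the 10 splits of the 6 libraries, 1 gave as many DEGs in CTK-2 versus CTL (the real one) and 1 in CTK2+GAL versus CTL, which is the smallest share that 3 against 3 libraries can give. In CTK2+GAL versus CTK-2 and in GAL versus CTL all 10 gave as many, since the real split gave 0 (545 and 574 genes at an unadjusted p under 0.05). For the cholesterol biosynthesis score in GAL versus CTL, 4 of the 10 splits gave a score as large. The paper names no pairing, but CTL and GAL libraries of the same number were taken as pairs after their correlation was seen. Among the 4 splits that part all 3 pairs, as the real one does, 1 gave a cholesterol score as large. Of these 4 splits, 3 gave a length correlation as large and 0 gave a DEG. Of the 6 splits that keep 2 pairs together, 4 gave DEGs, up to 124. For the interaction, 100 of 100 assignments of GAL gave as many genes past the threshold as the real one, which gave 0 (376 at an unadjusted p under 0.05).

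The small shift of the cytokine-changed genes towards CTL when GAL was added, with a median log2 fold change of -0.036 in the genes higher in CTK-2, may come from the shared CTK-2 libraries, since simulations of an unchanged CTK2+GAL group gave medians from -0.037 to -0.016. These simulations did not match the data in the correlation of the 2 comparisons against CTL, nor in the number of DEGs in CTK-2 versus CTL, which was higher in each simulation.

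RNA from microglia as a source of immune genes in CTK-2 cannot be told apart. Only 3 of 15 microglia markers on the list have a symbol, P2ry12, C1qc and Csf1r, and the study picked these as DEGs from the same libraries. Their means in CTK-2 were 9.99, 4.49 and 3.51 CPM, against 2.97, 1.08 and 1.01 CPM in CTL. Their log2 fold changes were 1.73, 1.98 and 1.69. The paper reports no Iba1-positive cells in 1 preparation that was stained.

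Cdkn1a, which the paper measured at the RNA level by another method, had 24.2 ± 4.34 CPM in CTL and 59.1 ± 9.33 CPM in CTK-2 (SD, n = 3), a log2 fold change of 1.30 (standard error 0.14).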
